# Effect of Allergen-Specific Immunotherapy on Transcriptomic Changes in Canine Atopic Dermatitis

**DOI:** 10.3390/ijms241411616

**Published:** 2023-07-18

**Authors:** Alicja Majewska, Małgorzata Gajewska, Kourou Dembele

**Keywords:** allergen-specific immunotherapy, canine atopic dermatitis, transcriptome, gene expression, microarrays

## Abstract

Canine atopic dermatitis (cAD) is a genetic, chronic, and recurrent inflammatory and pruritic skin disorder. Allergen-specific immunotherapy (ASIT) is presently recognized as the only clinically effective disease-modifying treatment for allergies. The aim of our study was to analyze the changes in gene expression observed in the peripheral blood nuclear cells of cAD patients subjected to ASIT. Blood samples designated for transcriptomic analyses were collected from AD dogs twice, before and six months after ASIT, and also from healthy dogs. Statistical analysis revealed 521 differentially expressed transcripts, among which 241 transcripts represented genes with well-described functions. Based on the available literature, we chose nine differentially expressed genes (*RARRES2*, *DPP10*, *SLPI*, *PLSCR4*, *MMP9*, *NTSR1*, *CBD103*, *DEFB122*, and *IL36G*) which may be important in the context of the dysregulated immune response observed in cAD patients. The expressions of five out of the nine described genes (*DPP10*, *PLSCR4*, *NTSR1*, *DEFB122*, and *IL36G*) changed after the application of ASIT. The expressions of three of these genes returned to the level observed in the healthy control group. The genes listed above need further investigation to determine details of their role in the molecular mechanism of immune tolerance induction in response to allergen-specific immunotherapy.

## 1. Introduction

Canine atopic dermatitis (cAD) is a genetic, chronic, and recurrent inflammatory and pruritic skin disorder that affects 10% of the canine population. CAD is a complex and multifactorial disease related to immune dysregulation, allergic sensitization, skin barrier defects, microbial colonization, and environmental factors. The inflammatory reaction is caused by an imbalance between the T helper cells Th2 and Th1 and the predominant secretion of the interleukins IL-4, IL-13, IL-5, and IL-31. This induces the recruitment of eosinophils into the inflammatory site and the activation of B lymphocytes, which are stimulated to produce environmental allergen-specific IgE. The binding of the allergen-specific IgE to mast cells causes the degranulation of these cells. The secreted inflammatory mediators along with an insufficient response from T regulatory (Treg) suppressor cells lead to inflammation. Depending on sensitivity to the allergen, the symptoms may be seasonal (e.g., pollen) or not seasonal (e.g., mites). Approximately 80% of dogs with seasonal signs are symptomatic in spring or summer [1,2]. The treatment of atopic dermatitis (AD) is difficult and challenging due to its complex, variable, and multifactorial pathogenesis. The best treatment for AD is avoiding allergens, which is impossible in most cases. For this reason, symptomatic treatment is necessary. The treatment strategy used—either the treatment of acute flares of cAD, the treatment of chronic stages, or the prevention of the recurrence of clinical signs—depends on the clinical condition [3]. Pharmacological treatment is based on the administration of the appropriate drugs, depending on the phase of the disease. Drug treatments may include the topical and/or oral administration of glucocorticoids, ciclosporin, oclacitinib, and lokivetmab. These medicaments treat cAD symptoms, but they can also cause side effects. According to Olivry and Banovic [3], once the patient has remained clear of clinical signs for several weeks, it is time to move to the second phase of AD treatment, described as “proactive therapy”, which aims to prevent the development of flares. At this stage, allergen-specific immunotherapy (ASIT) can be used.

ASIT is presently recognized as the only clinically effective disease-modifying treatment for both human and canine allergy diseases [4,5]. The sensitization method is effective in about 50–75% of dog patients [5,6,7]. ASIT induces long-term clinical tolerance to allergens to which the patient was previously allergic and allows for reduced use of systemic anti-inflammatory agents, thus improving the quality of life of patients suffering from AD. Despite the positive effects of treatment, in most cases, the exact molecular mechanisms of ASIT are still not completely elucidated.

The induction of immune tolerance to an allergen through ASIT is a complex process which involves both innate and adaptive immunity. The influence of innate immunity is mainly based on the inhibition of the activation and degranulation of effector cells, such as basophils and mast cells, as well as the modulation of the action of dendritic cells and decreasing the level of type 2 innate lymphoid cells [8,9]. The latter, owing to the production of IL-5 and IL-13, are involved in allergic inflammation [9]. Changes in adaptive immunity are related to the induction of allergen-specific T regulatory (Treg) and B regulatory (Breg) cells, which produce the crucial cytokines (IL-10, TGF-β and IL-35) for suppressing allergic inflammation. The suppressive milieu causes a decline in IgE production and induces the production of IgG4 by Breg cells. The IgG4 antibodies compete with IgE for the allergen, neutralize the allergen, and block the formation of the allergen IgE complex, therefore inhibiting the degranulation of effector cells (basophils, mast cells, and eosinophils). The suppressive regulatory cells cause a decrease in the number and activity of Th2 cells, involving a shift from a Th2 to a Th1 immune response, and modulate the activity of dendritic cells [9,10,11,12].

Much more is known about the abovementioned cellular mechanisms of the response to ASIT in humans as this has been extensively studied. Much less is known in the case of cAD. There have been very few studies referring to the use of ASIT in dogs, and the results described in these reports are variable. Most of them have focused on the effectiveness of the therapy and its ability to alleviate clinical signs and prevent the progression of the disease, leaving the mechanism of the immune response poorly described. There are several reports on changes in the level of cytokines involved in the immune response or in the number of Treg cells. Often, these results are ambiguous and not easy to interpret. There are also no reports on whether and how immunotherapy affects the regulation of gene expression. Therefore, the aim of our study was to analyze the changes in the gene expression of peripheral blood nuclear cells (PBNCs) observed in cAD patients subjected to ASIT. The choice of tissue analyzed in this research was not random, but based on the fact that blood samples constitute a valuable source of information about the state of an organism and are easier to collect than skin samples. The use of the microarray technique enabled us to seek genes that are differentially expressed in healthy dogs and cAD patients before and after ASIT. The results of our study identify several new candidate gene-encoding proteins that are directly or indirectly involved in signaling pathways that are important for the induction of immune tolerance to allergens. The determination of new potential molecular markers of cAD showing differential expression in the PBNCs of dogs affected with this disease and of those subjected to ASIT may be helpful in finding new therapeutic targets in the future.

## 2. Results

In this study, gene expression in PBNCs was tested using a microarray technique in AD dogs subjected to ASIT for 6 months. Six out of seven dogs receiving ASIT showed a positive response to the therapy. A detailed description of the patients’ responses to the ASIT and the changes in their cytokine profiles and lymphocyte subpopulations is presented in our previous publication [13]. The microarray analysis was performed to search for differentially expressed genes that can be detected in the blood samples of cAD patients before ASIT and after 6 months of treatment. In this transcriptomic analysis, differentially expressed genes in PBNCs were compered among three groups of dogs: healthy dogs—control (ctrl), dogs with AD before treatment (0), and dogs with AD after 6 months of ASIT (6 months). 

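The deposited files hold 22 Agilent canine microarrays, 8 of healthy control dogs (ctrl), 7 of cAD patients before ASIT and 7 of the same dogs after 6 months of ASIT. Each array carried 43803 spots for transcripts, made of 43603 different probes, and was hybridized with 2 labelled RNAs. The RNA of the dog was labeled with Cy5, and a common reference, a pool of RNA from healthy dogs that were not studied further, was labeled with Cy3. No array had the dyes exchanged. The authors used the Feature Extraction software to subtract the background, to apply Lowess normalization and to write for each spot the log10 ratio of Cy5 to Cy3. The file headers name another version of that software than the methods do. These ratios were converted to log2, spots of the same probe were averaged, and 208 spots with an outlier flag were left out over the 22 arrays. A probe was tested when its Cy5 signal was well above background on at least 7 arrays, which left 38286 probes. The 3 groups were compared in a single fit of the limma package, which estimates the spread of each transcript with help from all transcripts, with Benjamini-Hochberg adjustment over all tested probes.

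Signal above background differed between the groups. The share of probes with Cy5 well above background had a median of 87.8% in ctrl (83.6% to 92.2%, n = 8 arrays), 62.5% before ASIT (53.3% to 87.5%, n = 7) and 61.6% after ASIT (57.1% to 81.6%, n = 7). The common reference was the same RNA on every array, and its share had medians of 81.6%, 58% and 56.8% in the same order. The arrays lay on 6 slides scanned on 4 days. The control dogs occupied slides 1 and 2 and the first scan alone, so the comparisons with ctrl cannot be separated from slide or scan. Slides 3 and 4 held dogs of both time points. The log ratio was exactly 0 on 37.2% of the spots where neither channel was well above background, among them all spots with a surrogate value in both channels, and on 0 of the others. This was the case for 2.22% of spots in ctrl, 11.2% before ASIT and 14.6% after ASIT on average. The number of arrays limits the precision of every comparison.

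**Figure D1:**
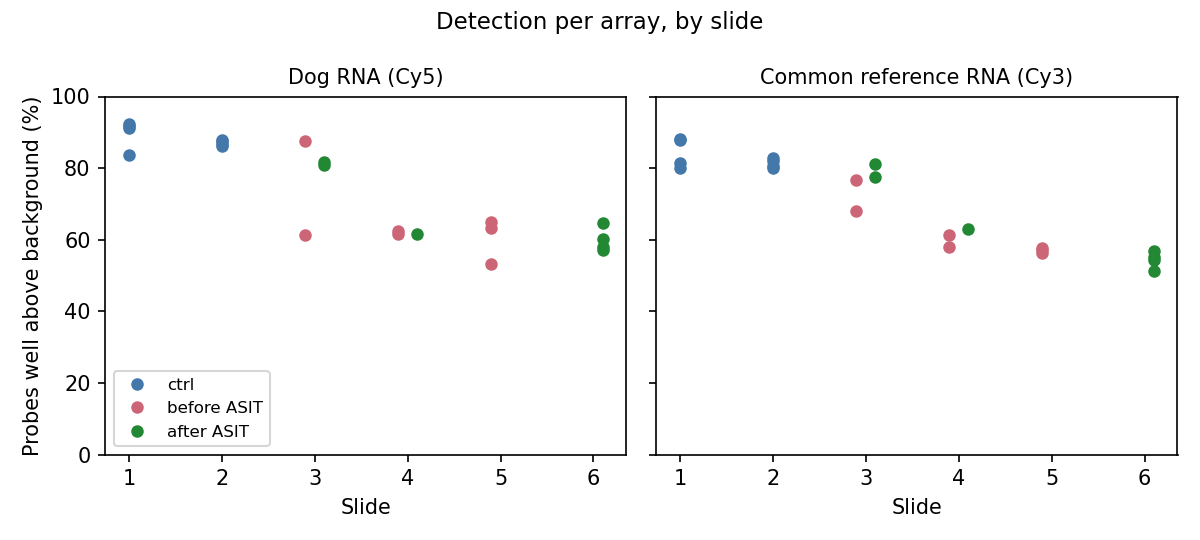
Percent of probes well above background on each of the 22 arrays, by slide, for the RNA of the dog (Cy5) and for the common reference RNA (Cy3); each point is 1 array, colored by group. The medians of slides 1 and 2 lie at 91.5% and 87.2% for Cy5 and at 84.6% and 81.2% for Cy3, and those of slide 6 at 59.2% and 54.8%.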

The following comparisons were analyzed: dogs with AD before treatment vs. healthy control dogs (0 vs. ctrl); dogs with AD after 6 months of ASIT vs. healthy control dogs (6 months vs. ctrl); cAD patients before and after 6 months of ASIT (0 vs. 6 months). 

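Of the 38286 probes tested over the 3 groups, 0 passed an adjusted p of 0.05 in limma's moderated F-test, and the smallest adjusted p was 0.0537. Before adjustment, 3715 probes had p under 0.05, where chance alone gives 1914. The methods' one-way test, run on the same values without moderation, called 0 probes after Benjamini-Hochberg adjustment, with 3621 below 0.05 before it and a smallest adjusted p of 0.139. The count moved most when the Cy5 channel was used alone, without the common reference, which called 7259 probes. The Cy3 channel alone, with the same reference RNA on every array, called 20702. Counts from a single channel therefore include differences that do not come from the dogs. Restricted to probes with a coefficient of variation under 75% in each group, as far as the stated filter can be repeated, the fit called 16 of 35356 probes.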

Statistical analysis revealed 521 differentially expressed (DE) transcripts. Out of these probes, it was possible to identify 241 transcripts representing specific genes. 

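Table S1 as supplied lists 242 entries, of which 239 could be matched to probes of the deposited arrays by accession, or by symbol where the symbol had 1 probe. Of these, 234 entries, measured by 232 probes, passed the filter on dim probes. The fold changes of all 242 entries were found again among the probes when the ratio of the processed Cy5 and Cy3 signals was used, within 0.01 on the log2 scale in each of the 3 comparisons. Each entry was compared with every probe, whatever its gene, so matching folds alone can arise by chance. With the series matrix 133 entries matched, and 1 of them had its one-way p within 1%. With the ratio of processed signals the one-way p was within 1% for all 242. With the deposited log ratio, which is 0 for part of the spots at background, 208 entries were found within the same tolerance, 178 of them with the p within 1%. The ratio of processed signals was tried after the data had been seen.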

The profiles of the differentially expressed genes of the three investigated groups of dogs are presented on a heatmap (Figure 1). The expressions of 405 transcripts in dogs with AD and 236 transcripts in dogs after 6 months of treatment were regulated relative to the healthy control (Figure 2). 

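For 0 vs. ctrl, limma called 16 transcripts at an adjusted p under 0.05, 11 of them higher and 5 lower in the cAD patients, and 4494 probes had an unadjusted p under 0.05. For 6 months vs. ctrl it called 0 transcripts, with 2756 probes under 0.05 before adjustment and a smallest adjusted p of 0.103. The methods' test called 0 transcripts in both comparisons, with 2322 and 1017 under 0.05 by Tukey's test before the correction. With the slide as a random block, limma also called 0 in both, with 2990 and 1141 probes under an unadjusted 0.05. The Cy5 channel alone moved both counts most, to 8093 and 5947 transcripts. In the same comparisons the reference RNA in Cy3 alone called 17598 and 17000 probes, so differences between slides enter such counts. The balance of directions in 0 vs. ctrl moved too, with 2769 higher and 5324 lower in the Cy5 channel alone and 4 higher and 5 lower among the 9 called from the series matrix.

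Among the 16 transcripts, 4 carried a gene name in the files, and in *FGF21* and *DEFB112* the arrays of the 2 groups did not overlap. The probe of *FGF21* (fibroblast growth factor 21), on chromosome 1 of canFam3.1 from 107571761 to 107571820, had a log2 ratio of 1.37 ± 0.41 (SD, n = 7) before ASIT and 0.04 ± 0.31 (SD, n = 8) in ctrl. The difference was 1.32 (standard error 0.22, limma adjusted p = 0.0292), and the exact permutation p of 0.000155 was the smallest that 8 dogs against 7 allow. Both genes were named because their groups did not overlap, which holds this p at or near its smallest value. It therefore adds no support for either gene. The probe of *DEFB112*, a β-defensin gene, on chromosome 12 from 17850025 to 17850084, had a log2 ratio of -1.25 ± 0.72 (SD, n = 7) before ASIT and 0 ± 0.14 (SD, n = 8) in ctrl, a difference of -1.25 (standard error 0.22, limma adjusted p = 0.0405, 2-sided exact permutation p = 0.000155). Both signals were dim in the cAD patients: *FGF21* was well above background on 8 of 8 ctrl arrays and 2 of 7 before ASIT, and *DEFB112* on 8 and 1. After background correction with normexp and loess normalization, the differences were 0.12 and -0.09 and no longer passed the adjustment. That correction adds a constant to both channels, which draws the ratios of dim spots toward 0.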

Within this group of transcripts, 141 DE genes were common in both comparisons (0 vs. ctrl, and 6 months vs. ctrl); whereas ASIT caused changes in the expression of 166 genes compared to before treatment (6 months vs. 0) (Figure 2). 

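No transcript passed the adjusted threshold in both 0 vs. ctrl and 6 months vs. ctrl; the limma fit and the methods' test each gave 0 shared transcripts, and 899 and 330 probes had an unadjusted p under 0.05 in both. The 2 comparisons share the 8 control arrays, so part of any overlap arises without an effect. They also share the 7 cAD patients, and dogs 1 to 3 had both arrays on the same slide. The simulations that follow address the shared control arrays alone, so an excess over them can arise without an effect of the disease. In 100 simulations of unchanged groups against the same control arrays, the median was 625.5 probes under 0.05 in both, and the highest was 689. Across the 38286 probes, which are not independent replicates, the log2 differences of the 2 comparisons had r = 0.597, against a simulated median of 0.467 and a highest value of 0.479, and 71.1% of probes had the same sign, against a simulated 65.5%.

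For 0 vs. 6 months, limma called 0 transcripts, with a smallest adjusted p of 0.0949 and 2282 probes under 0.05 before adjustment. The methods' test called 0, with 942 under an unadjusted 0.05. With the dog as a block, which compares each patient with itself, limma called 0 transcripts and 2511 had an unadjusted p under 0.05. In dogs 1 to 3, whose arrays before and after ASIT lay on the same slide, it called 0 and 1520 were under 0.05. Without the filter on dim probes, 1 transcript was called, a transcript without a gene name that was lower before ASIT by -1.68 on the log2 scale; it was not well above background on any array of the cAD patients, and it was singled out after its values were seen.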

Table 1 presents differentially expressed genes that we found interesting in the context of canine atopic dermatitis and applied ASIT. 

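Each of the 9 genes of Table 1 was represented by the probe with the accession of Table 1 or, failing that, with the gene's symbol, and by the brightest of these where there were several. In 27 comparisons (9 genes in 3 comparisons), 0 had a limma p under 0.05 after adjustment over all 38286 probes, and 14 when adjusted over the list alone, which was chosen on these samples and so is not independent evidence. By 2-sided exact permutation tests, 14 comparisons had p under 0.05 and 12 after Benjamini-Hochberg adjustment over the 27. With the paired exact p in 0 vs. 6 months, a choice made after the data had been seen, 11 did. The exact tests cover the same chosen list, so they are not independent evidence either. The smallest p allowed is 0.000155 for 8 dogs against 7 and 0.000583 for 7 against 7. The Cy5 channel alone moved this most, with 7 of the 27 comparisons passing the adjustment over all probes. Differences between slides enter that channel, since it lacks the reference.

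The probes of *RARRES2*, *SLPI*, *MMP9* and *CBD103* were well above background on 14 of the 14 arrays of cAD patients. The probe of *PLSCR4* was so on 8 of them, that of *NTSR1* on 5, that of *DEFB122* on 3, that of *IL36G* on 2 and that of *DPP10* on 1.

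**Figure D2:**
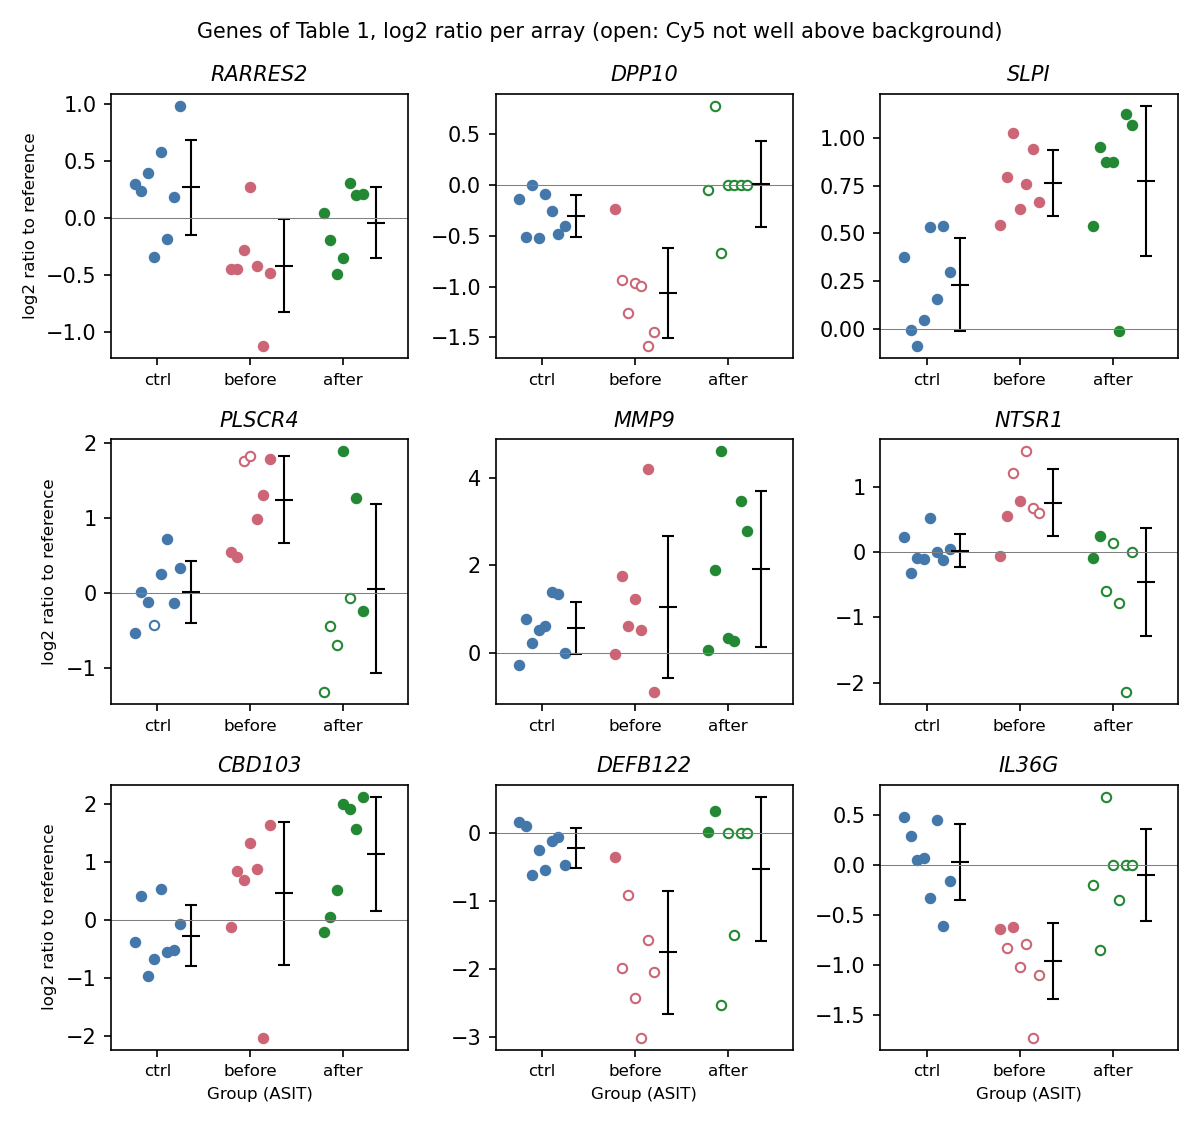
Log2 ratio of Cy5 (dog) to Cy3 (common reference) on each array for the 9 genes of Table 1, in ctrl (n = 8), before ASIT (n = 7) and after ASIT (n = 7). Points are arrays, open where Cy5 was not well above background, and the bars beside them give the mean and SD. For *SLPI* all points are filled, while for *DPP10* 1 point of the cAD patients is.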

The expressions of some of these genes have never been associated with atopic dermatitis, nor have they been analyzed in cAD. 

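Of the 234 entries of Table S1 that passed the filter on dim probes, 0 had a limma p over the 3 groups under 0.05 after adjustment over all 38286 probes. Before adjustment 159 were under 0.05, and 155 when adjusted over the list alone. The list was chosen on these samples, so the last count is not independent evidence. By the methods' test 0 entries passed the adjustment over all probes and 171 were under 0.05 before it. In 0 vs. ctrl alone, limma called 3 of the entries, *DEFB112*, *FGF21* and *NT5C1B*. The last of these was named after its values were seen, and its difference was 2.07 (limma adjusted p = 0.0292). The direction was that of Table S1 for 213 entries in 0 vs. ctrl, 205 in 6 months vs. ctrl and 204 in 0 vs. 6 months. The Cy5 channel alone, in which differences between slides are not offset by the reference, moved the count over the 3 groups most, to 75.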

A full list of significantly differentially expressed genes is presented in the Supplementary Materials (Table S1).

The microarray data were validated using real-time quantitative PCR to confirm changes in the gene expression obtained from microarray analysis. The expressions of four selected genes, *CBD103*, *IL36G*, *RARRES2*, and *SLPI*, were analyzed (Figure 3).

## 3. Discussion

The molecular mechanisms of ASIT in cAD treatment have not been fully elucidated yet. Furthermore, existing reports describing the immune response of AD dogs subjected to ASIT often show incoherent results. For example, a study by Hou and coworkers [14] demonstrated an increase in total IgG antibodies in response to various antigens from mites after using ASIT in dogs. Research published later by DeBoer and coworkers [15] showed that after 6 months of using sublingual immunotherapy (SLIT), serum mite-specific IgE dropped, and mite-specific IgG levels increased, but were more variable over time. In addition, the changes described did not completely reflect the clinical response, and were not always associated with clinical improvement [15]. In a study by Keppel and coworkers [16], an increase in the concentration of IL-10 was reported after ASIT, but recently, another research group found no difference in the level of IL-10 between healthy and AD dogs after using different combinations of ASIT therapies [17]. Only intralymphatic immunotherapy (ILIT) caused changes in the level of IL-10 [17]. A previous study by our research group showed that only in some cAD patients after 6 months of ASIT did the level of IL-10 increase [13]. The data regarding the role of Treg suppressor cells are also inconsistent. Some studies have shown that the number of Treg cells is the same in healthy and atopic dogs, and increases after therapy [16], whereas other reports describe a higher number of Treg cells in cAD patients than in healthy dogs [18,19]. Our research [13,20] showed more Treg cells in atopic than in healthy dogs. After 3 months of ASIT, the number of Treg cells decreased, but after 6 months it increased again. In addition, our studies showed a decrease in IL-13 levels during ASIT, suggesting a shift in the immune response from Th2 to Th1. In parallel, we observed a decrease in the level of TNF-α and in the number of CD8^+^ cells, which may be linked with a reduced inflammatory response [13]. It should be added that six out of seven dogs receiving ASIT showed a positive response to the therapy [13]. Therefore, in the continuation of our research, we focused on the possible use of peripheral blood nuclear cells as a source of information about the changes in gene expression that could be characteristic of cAD and could be regulated by ASIT. The results obtained demonstrated a substantial number of differentially expressed genes. When analyzing the data from the microarray experiment, we focused on several genes that were regulated in the three compared groups of dogs (healthy control, AD dogs before ASIT, and AD dogs 6 months after ASIT) (Table 1). These genes have not been previously described in the literature as markers of atopic dermatitis, but their function seems to be directly or indirectly associated with cAD.

One of the differentially expressed genes found in our study is *retinoic acid receptor responder protein 2 (RARRES2)*, also known as *TIG-2 (tazarotene-induced gene-2)*. *RARRES2* showed significantly lower expression in AD dogs than in healthy control dogs (0 vs. ctrl), and also lower expression (although not significantly) in dogs after six months of ASIT (6 months vs. ctrl; 0 vs. 6 months). This gene encodes prochemerin, which can be converted into an active form of chemokine known as chemerin. 

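The probe of *RARRES2* (retinoic acid receptor responder 2), which lies on chromosome 16 of canFam3.1 from 14672316 to 14672375, had a log2 ratio to the common reference of 0.27 ± 0.42 (SD, n = 8) in ctrl, -0.42 ± 0.41 (SD, n = 7) before ASIT and -0.04 ± 0.31 (SD, n = 7) after ASIT. The difference for 0 vs. ctrl was -0.69 (standard error 0.20), which exceeded the spread of the dogs by the exact permutation test (p = 0.00699, 0.0172 after Benjamini-Hochberg adjustment over the 27 comparisons of Table 1 genes) but not after limma's adjustment over all probes (adjusted p = 0.176). The group after ASIT differed from ctrl by -0.31 (exact permutation p = 0.13, limma adjusted p = 0.707). For 0 vs. 6 months it was -0.38 (exact permutation p = 0.0734, limma adjusted p = 0.892), with 5 of 7 dogs lower before ASIT. With the slide as a fixed block, a fit resting on dogs 1 to 3 and the array of dog 4 before ASIT, this difference was -0.02. In dogs 1 to 3 alone, whose paired arrays shared a slide, it was -0.17, so these are not separate checks. Without each dog in turn, left out after the values had been seen, it was -0.55 to -0.22 (exact permutation p = 0.013 to 0.232). The probe was well above background on all arrays. A further probe of the gene, which was dimmer, gave -1 for 0 vs. ctrl (exact permutation p = 0.00218) and -0.53 for 6 months vs. ctrl (exact permutation p = 0.0103), and was well above background on all arrays too.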

Chemerin binds to the retinoic acid receptor, causing chemoattraction of dendritic cells and macrophages, which links innate and adaptive immunity [21,22]. *RARRES2* belongs to the group of retinoid response target genes. Several skin diseases, including AD and psoriasis, are related to alterations in retinoid metabolism/signaling [23,24]. Mihály and coworkers [24] showed that the all-trans retinoic acid (ATRA) concentration was lower in both lesional and non-lesional skin in human AD patients. The expression of the *RARRES2* gene was downregulated in AD skin in comparison with skin from healthy volunteers [20]. Although there are no available data referring to the changes in *RARRES2* expression in peripheral blood cells, or the molecular mechanism of chemerin activity in relation to AD, a protective role of the chemokine in other allergic diseases, such as allergic asthma, has been documented. A study using a BALB/c mouse model demonstrated that the administration of chemerin attenuated allergic airway inflammation, decreased the accumulation of CD4^+^ T cells and eosinophils in the bronchoalveolar lavage fluid of mice with allergic asthma, and decreased the gene expression of the Th2-attracting chemokines CCL17 and CCL22, causing suppression of the airway recruitment of inflammatory CD11c^+^CD11b^+^ dendritic cells [22]. These results suggest that *RARRES2* expression is downregulated in various allergic diseases, and perhaps the use of chemerin could have a positive protective or therapeutic effect.

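The probe of *DPP10*, on chromosome 19 of canFam3.1 from 33433015 to 33433073, was well above background on 8 of 8 ctrl arrays, on 1 of 7 before ASIT and on 0 of 7 after ASIT. Its log2 ratio was -0.30 ± 0.21 (SD, n = 8) in ctrl and -1.06 ± 0.44 (SD, n = 7) before ASIT. The difference of -0.76 (standard error 0.19) had an exact permutation p of 0.00171 (0.0077 after adjustment over the 27 comparisons) and a limma adjusted p of 0.124. After ASIT the Cy5 signals, normalized between arrays, overlapped with those of ctrl. No bound on the fold change is therefore given for 6 months vs. ctrl, nor for 0 vs. 6 months. Before ASIT these signals overlapped with those of ctrl too (6.395 to 6.701, against 6.557 to 6.721). Cy3 was well above background on 0 of the 14 arrays of cAD patients. The difference for 0 vs. ctrl is therefore limited by the background as well. In the ratios as deposited, 7 of 7 dogs were lower before ASIT than after it (exact paired permutation p = 0.0156, the smallest that 7 dogs allow), and 4 of the 7 ratios after ASIT were exactly 0. The other 2 *DPP10* probes gave 0.11 and 0.27 for 0 vs. ctrl.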

Another gene that showed significantly lower expression in the cAD group compared to the healthy control (0 vs. ctrl) and the treated group of dogs (0 vs. 6 months) was *DPP10 (dipeptidylpeptidase-like 10)*. The expression of the *DPP10* gene can be connected to the expression of the *SLPI (secretory leukocyte peptidase inhibitor)* gene, which showed the same level in cAD patients before and after therapy (0 vs. 6 months), and was significantly upregulated compared to the healthy control dogs (0 vs. ctrl; 6 months vs. ctrl). These genes have not been previously described in the context of AD, but some studies link the expression of *DPP10* and *SLPI* with allergy symptoms. 

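*SLPI* was measured well above background on every array by a probe on chromosome 24 of canFam3.1 from 32566017 to 32566046. Its log2 ratio was 0.23 ± 0.24 (SD, n = 8) in ctrl, 0.76 ± 0.17 (SD, n = 7) before ASIT and 0.77 ± 0.39 (SD, n = 7) after ASIT. For 0 vs. ctrl the difference was 0.53 (standard error 0.16), and the lowest dog before ASIT (0.542) lay above the highest control dog (0.538). Its exact permutation p was 0.000622 (0.00524 adjusted over the 27 comparisons) and its limma adjusted p 0.182. For 6 months vs. ctrl it was 0.54 (exact permutation p = 0.00932, 0.021 adjusted, limma adjusted p = 0.602). The cAD patients before and after ASIT differed by -0.01, which the dogs' spread covers (exact permutation p = 0.958, limma adjusted p = 0.992). In the Cy5 channel alone, which differences between slides enter, the directions turned. They were -0.59 for 0 vs. ctrl, which passed limma's adjustment, and -0.11 for 6 months vs. ctrl. A second probe with the accession of Table 1 gave 0.72 and 1.05 in the same comparisons.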

According to Zhang and coworkers [25], point mutation in the *DPP10* gene leads to increased airway responsiveness following allergen challenge. The overexpression of *DPP10* significantly enhanced glucocorticoid receptor (GR) activation even without glucocorticoid treatment. This suggests that the DPP10 protein may influence endogenous anti-inflammatory corticosteroid production. Meanwhile, the knockdown of *DPP10* in human airway epithelial cells diminished the ability of GR to translocate to the nucleus and bind to DNA, and the overexpression of *DPP10* caused a reduction in the level of SLPI induced by IL-1β. TNF-α and IL-1β act in synergy, but also, TNF-α stimulates the secretion of IL-1β. In our studies, we did not test the level of IL-1β; however, we determined the level of TNF-α in the plasma of the investigated dogs [13]. The highest concertation of TNF-α in the plasma was noted in cAD patients before therapy. Perhaps TNF-α could have complicity in the upregulation of *SLPI* expression. The human *DPP10* gene was identified as a candidate gene for the prognosis of susceptibility to asthma, a common disease of the airways involving atopic inflammation and hyper-responsiveness to various agents [25,26]. This suggests that DPP10 may also play a protective role in cAD. On the other hand, the SLPI protein was shown to mediate the suppression of TGF-β expression and interfere with the differentiation of Treg cells [27]. Additional elastase activity is needed for the higher level of TGF-β expression in dendritic cells, which promotes an increase in the number of CD4^+^FOXP3^+^ cells [28].

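The probe of *PLSCR4* spans chromosome 23 of canFam3.1 from 41415207 to 41415947 and was well above background on 7 of 8 ctrl arrays, 5 of 7 before ASIT and 3 of 7 after ASIT. The log2 ratio was 0.01 ± 0.41 (SD, n = 8) in ctrl, 1.24 ± 0.58 (SD, n = 7) before ASIT and 0.05 ± 1.13 (SD, n = 7) after ASIT. For 0 vs. ctrl the difference of 1.23 (standard error 0.37) had an exact permutation p of 0.000777 (0.00524 adjusted over the 27 comparisons) and a limma adjusted p of 0.176. For 0 vs. 6 months the difference of 1.19 had an exact permutation p of 0.0332, which did not hold after adjustment over the 27 comparisons (0.069), and a limma adjusted p of 0.452, with 6 of 7 dogs higher before ASIT. After ASIT the difference from ctrl was 0.04 (exact permutation p = 0.925, limma adjusted p = 0.986). The ratios after ASIT ranged from -1.32 to 1.89. With the slide as a random block, the difference for 6 months vs. ctrl was -0.03, and in the Cy5 channel alone it was 1.18.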

Our study also determined that the *PLSCR4 (phospholipid scramblase 4)* gene showed differential expression, with the highest expression occurring in AD dogs before therapy (0 vs. ctrl; 0 vs. 6 months), whereas its expression in the healthy control dogs and in the cAD patients after ASIT was similar (6 months vs. ctrl). Py and coworkers [29] demonstrated that the phospholipid scramblase membrane proteins (PLSCR1 and PLSCR4), which largely localize in the membranes of T lymphocytes CD4^+^, are receptors for SLPI, but also interact with the CD4 receptor. The SLPI protein can disrupt the association between PLSCR1 and CD4. SLPI binding to the endofacial domain of PLSCR1 and PLSCR4 can induce its translocation from the extracellular matrix to the cytoplasm and nuclei of monocytes, macrophages, and B and Th lymphocytes. Perhaps the increased expression of the *SLPI* gene is connected with the increased expression of the *PLSCR4* gene observed in our study.

Our transcriptomic analysis also demonstrated changes in the expression of the *MMP9* gene *(encoding matrix metalloproteinase 9)* among the groups of dogs subjected to this study. *MMP9* expression was similar in two cAD groups (before and after ASIT (0 vs. 6 months)) and significantly higher compared to the healthy control group (0 vs. ctrl; 6 months vs. ctrl). 

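*MMP9* was read from the brightest probe with the accession of Table 1, on chromosome 24 of canFam3.1 from 33281039 to 33281098, which was well above background on all arrays. Its log2 ratio was 0.57 ± 0.60 (SD, n = 8) in ctrl, 1.05 ± 1.63 (SD, n = 7) before ASIT and 1.92 ± 1.78 (SD, n = 7) after ASIT. None of the differences of this probe exceeded the spread of the dogs: 0.48 for 0 vs. ctrl (exact permutation p = 0.508, limma adjusted p = 0.831), 1.35 for 6 months vs. ctrl (0.0651 and 0.681) and -0.87 for 0 vs. 6 months (0.354 and 0.934). Before ASIT the dogs ranged from -0.90 to 4.20 and after ASIT from 0.06 to 4.62. Without dog 6, left out after the values had been seen, the difference for 0 vs. ctrl was -0.04, and without each other dog in turn it was 0.36 to 0.80. In 6 months vs. ctrl it was 0.90 (without dog 3) to 1.66 (without dog 1). There the exact permutation p ranged from 0.0216 to 0.14 and was under 0.05 without dog 1, 4 or 5. In 0 vs. 6 months it was -1.16 (without dog 4) to -0.34 (without dog 3), with an exact permutation p of 0.219 to 0.714. The 3 other probes with the same accession gave 1.39, 1.68 and 0.45 for 0 vs. ctrl (exact permutation p = 0.00637, 0.00186 and 0.427) and 1.75, 1.63 and 1.22 for 6 months vs. ctrl (exact permutation p = 0.000466, 0.00249 and 0.0539). The first and the second of these were well above background on 3 of 7 arrays before ASIT. A further probe named *MMP9* gave 0.45 and -0.18.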

MMP-9 (also known as gelatinase B) and other metalloproteinases are able to degrade extracellular matrix (ECM), enabling tissue remodeling and cell migration. MMP-9 is one of the key enzymes in the development and course of the inflammatory reaction following allergen challenge. Several inflammatory cells secrete MMP-9, such as eosinophils, neutrophils, T cells, macrophages, and mast cells. This metalloproteinase promotes the migration and activation of immune cells by cleaving pro-inflammatory chemokines and cytokines, and therefore, contributes to the inflammatory processes [30,31,32]. Zhang and coworkers [33] indicated the dependence of the migration of CD4+ cells on MMP activity. The migratory capacity of Th1 cells was higher than that of Th2 cells, and there was also a difference in the levels of metalloproteinases (MMP-2 and MMP-9) secreted by the Th1 and Th2 cells. A similar effect was observed in human and murine cells [34]. Harper and coworkers [35] indicated the dominant presence of MMP-8 and MMP-9 in a mixture of MMPs detected on the skin surface in acute human AD. The presence of MMP-9 in this environment is associated with the presence of immune cells, such as eosinophils, lymphocytes, and dendritic cells, which require MMP-9 activity to penetrate the inflamed skin. The expression of the *MMP-9* gene was elevated in acute compared with chronic AD lesions. Purwar and coworkers [36] demonstrated the influence of IL-13 on MMP-9 expression in the basal keratinocyte layer of human skin biopsies. The addition of TNF-α to human peripheral blood eosinophils cultured in vitro from atopic asthmatic patients, stimulated a 95% increase in MMP-9 activity above baseline [37]. Our results showed a significant increase in the levels of IL-13 and TNF-α in the blood of cAD patients before therapy [13]. It is possible that these cytokines are among the factors contributing to the increase in *MMP9* gene expression.

Furthermore, our present study demonstrated higher expression of both *SLPI* and *MMP9* genes in AD dogs. The SLPI protein was shown to have a regulatory effect on MMP-9 quantity through transcriptional upregulation. SLPI may either directly or indirectly induce the transcription of *MMP-9*. This, coupled with SLPI extracellular interaction with plasmin, regulates MMP-9 activation and release. Thus, the net pro-invasive effect of SLPI on MMP-9 results from both increased gene transcription and protein production and secretion, tempered, in part, by SLPI’s inhibition of the plasmin activity required to cleave the propeptide from MMP-9 [38]. A study by Poachanukoon and coworkers [39] showed, additionally, that active proteases present in allergen extract from house dust mites (HDM) directly activate MMP-9 by cleaving pro-MMP-9. It can be assumed that even though the activity of MMP-9 comprises SLPI’s inhibition of plasmin, this metalloproteinase can be activated by HDM or other allergen proteinases in allergy patients.

Another differentially expressed gene that could potentially be important in cAD is *NTSR1 (neurotensin receptor 1*, also known as *NTR*). Significantly, the highest expression of *NTSR1* was noted in cAD patients before ASIT compared to the healthy control dogs (0 vs. ctrl) and to cAD patients after therapy (0 vs. 6 months). 

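*NTSR1* was measured by a probe on chromosome 24 of canFam3.1 from 46613403 to 46613462, which was well above background on 8 of 8 ctrl arrays, 3 of 7 before ASIT and 2 of 7 after ASIT. The log2 ratio was 0.02 ± 0.26 (SD, n = 8) in ctrl, 0.76 ± 0.51 (SD, n = 7) before ASIT and -0.46 ± 0.83 (SD, n = 7) after ASIT, where the array of dog 6 stood apart at -2.144. The difference for 0 vs. ctrl was 0.74 (standard error 0.28, exact permutation p = 0.00295, 0.00885 adjusted over the 27 comparisons, limma adjusted p = 0.272). For 0 vs. 6 months it was 1.22 (standard error 0.29, exact permutation p = 0.00233, 0.00885 adjusted, limma adjusted p = 0.197), and 7 of 7 dogs were higher before ASIT (exact paired permutation p = 0.0156). The group after ASIT lay below ctrl, with a difference of -0.48 (exact permutation p = 0.118, limma adjusted p = 0.687). Most of it came from dog 6: without this dog, left out after the values had been seen, it was -0.20, and without each other dog in turn -0.60 to -0.43. The direction differed between settings: normexp and loess gave 0.02 for 6 months vs. ctrl, and the Cy5 channel alone gave -0.30 for 0 vs. ctrl.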

The lowest expression was observed in the cAD group after therapy, but the difference was not significant (6 months vs. ctrl). The NTSR1protein induces intracellular signaling through phospholipase C and the inositol phosphate signaling pathways. It also functions through the production of cGMP, cAMP, and arachidonic acid, through the MAP kinase pathways, and through the inhibition of Akt activity [40]. Neurotensin (NTS), which is a ligand for NTSR1, functions as a neurotransmitter in the nervous system, and as a hormone in the peripheral tissues. Its action in the periphery is mediated by the G protein-coupled receptor, NTSR1 [41,42]. Aside from the role of neurotensin in the nervous system, it is also known for its pro-inflammatory role, induction of vasodilatation, vascular permeability, activation of mast cell degranulation, and enhancement of the directional migration and phagocytosis of neutrophils [43]. NTS can be involved in the pathogenesis of inflammatory skin disorders, including AD, especially those exacerbated by stress, scratching, and sweating [44], however the mechanism is still not well understood. It was shown that NTS concentration increased in rodent skin as a consequence of acute stress, and induced vascular permeability acting on mast cells through NTS receptors expressed by these cells [45,46]. Some studies indicated [47,48] that NTS also stimulated rodent mast cells to secrete histamine through NTSR. Alysandratos and coworkers [49] demonstrated a relationship between the corticotropin-releasing hormone (CRH) and neurotensin (both released in the stress response) and their receptors (CRHR-1 and NTSR) in a human culture of mast cells. CRH induced *NTS* and *NTSR1* gene expression, whereas NTS induced *CRHR1* gene expression. The authors also showed that NTS stimulated human mast cell degranulation and the release of VEGF, which contributed to skin vascular permeability, and intensified the effect of CRH on VEGF release through NTSR. An increased level of VEGF was observed in the serum of AD patients, and this growth factor can be synthesized and released by different cells (platelets, eosinophils, and mast cells) [50,51]. Studies also demonstrated that the level of NTS in the serum of AD patients was higher than in that of control patients, similarly to the expression of *NTS* gene, which was increased in the lesional skin of AD patients in comparison to controls [52]. However, there was no difference in the expression of the *NTSR1* gene in the lesional skin of AD patients compared to the control [52]. NTS and NTSR proteins were detected in the lesional skin, but not in the skin of healthy control individuals. Additionally, NTSR activation also results in the secretion of the inflammatory cytokines IL-8 and TNF-α [49]. Our previous study demonstrated an increased level of TNF-α in the plasma of cAD patients before treatment [13], and the microarray analysis revealed an elevated expression of the *NTSR1* gene in AD dogs before treatment. In the available literature, there is no information about the role of neurotensin and its receptor (NTSR1) in mast cells localized in the canine skin or in the peripheral blood, and there is no published research on the role of these proteins in the course of cAD. However, it seems that this neuropeptide and its receptor should be further investigated in the context of cAD.

*CBD103* and *DEFB122* were the next interesting genes to show differences in expression. Both genes encode proteins belonging to β-defensins: *beta-defensin 103 (CBD103)* and *beta-defensin 122 (DEFB122)*. The highest expression of *CBD103* was noted in the dogs after ASIT and differed significantly compared to the expression detected in the healthy control dogs (6 months vs. ctrl). 

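The probe of *CBD103*, on chromosome 16 of canFam3.1 from 58965232 to 58965291, was well above background on all arrays. Its log2 ratio was -0.28 ± 0.53 (SD, n = 8) in ctrl, 0.46 ± 1.23 (SD, n = 7) before ASIT and 1.14 ± 0.99 (SD, n = 7) after ASIT. For 6 months vs. ctrl the difference was 1.41 (standard error 0.45, exact permutation p = 0.00606, 0.0164 adjusted over the 27 comparisons), and limma's adjusted p over all probes was 0.62. After ASIT, the ratios of dogs 1 to 3 on slides 3 and 4 (-0.215 to 0.513) lay within the range of ctrl (-0.962 to 0.532). Those of dogs 4 to 7, all on slide 6, were 1.562 to 2.114. An effect of ASIT in these dogs and a difference of that slide cannot be told apart here. Neither 0 vs. ctrl (0.73, exact permutation p = 0.148, limma adjusted p = 0.561) nor 0 vs. 6 months (-0.68, exact permutation p = 0.285, limma adjusted p = 0.934) exceeded the spread, and 4 of 7 dogs were lower before ASIT. Dog 6 before ASIT had -2.03, the lowest ratio of that group. Without this dog, left out after the values had been seen, the difference was 1.15 for 0 vs. ctrl (exact permutation p = 0.00433) and -0.19 for 0 vs. 6 months, and without each other dog in turn it was 0.54 to 0.83 and -0.92 to -0.62. With the slide as a fixed block the difference for 0 vs. 6 months was 0.46. That fit rests on the arrays of dogs 1 to 3 and that of dog 4 before ASIT, since the other slides held 1 time point each. In dogs 1 to 3 alone, whose paired arrays shared a slide, it was 0.35. These are not separate checks, and the slide and the dogs left cannot be told apart as the reason for the turn. A second probe named *CBD103* gave 0.15 for 6 months vs. ctrl.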

CAD patients before therapy also showed a higher expression of the *CBD103* gene compared to the healthy control dogs (0 vs. ctrl), but this difference was not statistically significant. However, the expression of *DEFB122* was significantly lower in cAD patients before therapy compared to the healthy control dogs (0 vs. ctrl) and AD dogs after ASIT (0 vs. 6 months). It seems that immunotherapy increased the expression of *CBD103*, but the mechanism of this process remains unclear. 

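The accession that Table 1 gives for *DEFB122* belongs in the files to probes named *DEFB3L*, the brightest of which lies on chromosome 24 of canFam3.1 from 20940573 to 20940632. That probe was well above background on 8 of 8 ctrl arrays, 1 of 7 before ASIT and 2 of 7 after ASIT, so most values of the cAD patients lie at the background, and 3 of the 7 ratios after ASIT were exactly 0. Its log2 ratio was -0.23 ± 0.29 (SD, n = 8) in ctrl, -1.75 ± 0.90 (SD, n = 7) before ASIT and -0.53 ± 1.06 (SD, n = 7) after ASIT. The difference for 0 vs. ctrl was -1.53 (standard error 0.39, exact permutation p = 0.000622, 0.00524 adjusted over the 27 comparisons, limma adjusted p = 0.123). For 0 vs. 6 months it was -1.23 (exact permutation p = 0.0449, 0.0866 adjusted, limma adjusted p = 0.475), with 6 of 7 dogs lower before ASIT, and so did not hold after adjustment. With the slide as a fixed block, a fit resting on dogs 1 to 3 and the array of dog 4 before ASIT, this difference was -0.45. In dogs 1 to 3 alone, whose paired arrays shared a slide, it was -0.35, so these are not separate checks. Without each dog in turn, left out after the values had been seen, it was -1.70 to -1.03 (exact permutation p = 0.00433 to 0.123). The difference for 6 months vs. ctrl was -0.30 (exact permutation p = 0.5), and 0.04 after normexp and loess. The 3 other probes with this accession gave 0, 0.36 and -0.19 for 0 vs. ctrl, and a probe named *DEFB122* gave -1.08.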

In the case of *DEFB122*, immunotherapy restored the expression of this gene to a normal level. In the cAD group, before immunotherapy, the expression of *DEFB122* was reduced. It is difficult to interpret the observed changes in the expression of these two defensins. β-defensins play a role in both innate and adaptive immunity, and are considered a bridge between the innate response and adaptive immune cell requirements [53,54]. β-defensins are cationic peptides, which show antibacterial activity. These proteins can directly kill microbial pathogens through their interaction with anionic components in the microbial membrane [55,56]. Canine atopic dermatitis is accompanied by secondary microbial infections most often caused by *Staphylococcal pyoderma* and *Malassezia dermatitis* [1]. It is possible that abnormal levels of defensins may contribute to a defective innate immune response. Beta-defensins may show pro- and anti-inflammatory effects that depend on many factors, including the disease stage and exposure to pathogens, among others [53]. Beta-defensins can affect the chemoattraction of CD4+ memory T cells and immature dendritic cells by binding to CCR6 [57], but these proteins can also suppress the effects of TNF-α and IL-6.

Van Damme and coworkers [56] detected the expression of the *CBD103* gene in both the skin and peripheral blood mononuclear cells of all tested healthy dogs, as well as in many other tissues (duodenum, kidneys, testes, bone marrow, and lungs), whereas *DEFB122* was not detected in all dogs. *DEFB122* was expressed in over 50% of skin samples from the tested dogs, but not in the peripheral blood. In a study by Lancto and coworkers [58] the expressions of the *CBD103* and *DEFB122* genes were reported in skin samples from various body sites of healthy dogs (axilla, forehead, inner thigh, scapula, and ventral abdomen). Van Damme and coworkers [56], as well as Lancto and coworkers [58], showed decreased expression of the *CBD103* gene in the skin of AD dogs with and without lesions compared to the skin of healthy dogs. On the other hand, Leonard and coworkers [59] reported no difference. All authors showed no difference in *CBD103* expression between lesional and non-lesional skin in cAD patients. Lancto and coworkers [58] indicated a lower level of the *DEFB122* transcript in the lesional and non-lesional skin of AD dogs than in the skin of healthy dogs. The results of the present study, together with the reports of other researchers, highlight the need for further research into the role of β-defensins (CBD103 and DEFB122) in cAD.

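*IL36G*, the gene of IL-36γ, was represented by a probe on chromosome 17 of canFam3.1 from 37148284 to 37148343 that was well above background on 8 of 8 ctrl arrays, 2 of 7 before ASIT and 0 of 7 after ASIT. Its log2 ratio was 0.03 ± 0.38 (SD, n = 8) in ctrl and -0.96 ± 0.38 (SD, n = 7) before ASIT, a difference of -0.99 (standard error 0.21, exact permutation p = 0.000311, 0.00524 adjusted over the 27 comparisons, limma adjusted p = 0.0848). After ASIT the Cy5 signals, normalized between arrays, overlapped with those of both other groups. No bound on the fold change is therefore given for the comparisons with the group after ASIT. Before ASIT these signals overlapped with those of ctrl too (6.496 to 6.871, against 6.581 to 6.711). The difference for 0 vs. ctrl is therefore limited by the background as well. In the ratios as deposited, the difference for 0 vs. 6 months was -0.86 (limma adjusted p = 0.254), with 6 of 7 dogs lower before ASIT (exact paired permutation p = 0.0312), and 3 of the 7 ratios after ASIT were exactly 0. The same difference was 0.06 in the Cy5 channel alone. With the values of the series matrix, the difference for 6 months vs. ctrl was 0.21 in place of -0.13.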

Our analysis of the microarray results also showed a significant reduction in *IL-36γ* expression in dogs with AD before therapy compared to the healthy control dogs (0 vs. ctrl) and AD dogs after ASIT (0 vs. 6 months). IL- 36γ is one of the IL-36 isoforms belonging to the IL-1 superfamily, acting as a receptor agonist for pro-inflammatory functions. IL-36R ligands bind to the IL1RL2/IL-36R receptor and use the IL-1 receptor accessory protein (IL-1RAcP) as a co-receptor that triggers signal transduction, and activates mitogen-activated protein kinase (MAPK), and nuclear factor-kappa B (NF-kB) signaling pathway [60]. IL-36 is involved in immune cell activation, antigen presentation, and pro-inflammatory factor production [61]. The IL-36 interleukins are most active in barrier tissues, like the skin, lungs, bronchia, and intestines. Their main function is to regulate the interactions of the environment and the body, because they serve as the first line of defense against microorganisms [62]. IL-36 expression can be found in keratinocytes, B-lymphocytes, T-lymphocytes, dendritic cells, and monocytes [63,64,65,66,67,68]. In normal skin, IL-36 cytokines are expressed constitutively at low levels. Jiang and coworkers [69] determined that IL-36γ is important for the control of wound healing after skin injury. mRNA expression and the protein abundance of IL-36γ were elevated in wounded skin. However, the overexpression of IL-36γ appears to be problematic, as it may cause the loss of homeostatic balance, which leads to a pathological pro-inflammatory milieu and to disorders such as psoriasis. Many authors suggest that IL-36 may be a biomarker of psoriasis, and is also used as a therapeutic target. However, the level of *IL-36γ* expression in other inflammatory skin diseases, such as atopic dermatitis, lichen planus, contact eczema, subacute cutaneous lupus erythematosus, and mycosis fungoides, was found to be much lower than in psoriasis [67]. Genes with higher expression in atopic dermatitis are induced to a greater extent by the Th2 cytokines IL-13 and IL-4 than by the cytokines IL-17A, IL-17A/TNF, IL-36α, β, γ, and IFN-α; thus, the low expression of the *IL-36γ* gene observed in our study in the PBNCs of cAD patients is in agreement with this theory [70]. In a study by D’Erme and coworkers [71], the level of the *IL-36γ* transcript in AD skin was slightly higher than in healthy skin, but these results were not statistically significant. Our immunohistological analyses demonstrated a very low level of IL-36 protein in atopic skin. Also, other authors found no changes in *IL-36γ* expression in the eczematous skin of atopic dermatitis patients compared to the healthy control [72]. Other studies have shown that *IL-36* expression depends on the phase and severity of the disease. Increased expression of *IL-36α*, *IL-36γ*, and *IL-36 Ra* was demonstrated in the lesional skin of AD patients compared to non-lesional skin [67,73]. Tengvall and coworkers [74] reported increased expression of *IL-36γ* in cAD skin with mild lesions versus healthy control skin. It should be emphasized that all the results described above refer to the changes in *IL-36γ* expression directly in skin samples, whereas in our study, the lower expression of the *IL-36γ* transcript was characteristic of nuclear blood cells of dogs with AD. Perhaps the deficiency of IL-36γ causes disorders in the maintenance of homeostasis, which is important in the first line of defense and wound healing. The decreased expression of the *IL-36γ* gene observed in our study in the PBNCs of cAD patients may be one of the factors contributing to the overreaction to the allergen, and should be further investigated as a potential marker in this disease. 

**In summary**, the present study analyzed changes in the transcriptomic profiles detected in the PBNCs of dogs affected by AD in comparison to healthy dogs and in comparison to their state after 6 months of conducting ASIT. Statistical analysis revealed 521 differentially expressed transcripts, among which 241 transcripts represented genes with well-described functions. Based on the available literature, we chose nine differentially expressed genes (*RARRES2*, *DPP10*, *SLPI*, *PLSCR4*, *MMP9*, *NTSR1*, *CBD103*, *DEFB122*, and *IL36G*) that may be important in the context of dysregulated immune responses observed in cAD patients. Table 2 summarizes the functions of the genes described. Eight of these nine genes (except *CBD103*) showed different expression levels in cAD patients before therapy compared to healthy dogs. 

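In 0 vs. ctrl, 7 of the 9 genes of Table 1 had an exact permutation p under 0.05 after Benjamini-Hochberg adjustment over the 27 comparisons, all but *MMP9* and *CBD103*, and 0 had a limma adjusted p under 0.05 over all probes. The genes were chosen on these samples, so the exact tests are not independent evidence. Normexp adds a constant to both channels, which shrinks the ratios of dim spots. After normexp and loess, the log2 differences in this comparison were -0.07 for *DPP10*, 0.03 for *NTSR1*, -0.03 for *DEFB122* and -0.05 for *IL36G*. Those of probes with more signal were 0.06 for *SLPI*, 0.12 for *PLSCR4*, -0.50 for *RARRES2*, 0.47 for *MMP9* and 0.39 for *CBD103*.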

The expression of five of the nine described genes (*DPP10*, *PLSCR4*, *NTSR1*, *DEFB122*, and *IL36G*) changed after the application of allergen-specific immunotherapy, but only in the case of three genes (*DPP10*, *PLSCR4*, and *IL36G*) did the expression return to the levels observed in the healthy dogs. 

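In 0 vs. 6 months, the exact permutation p after adjustment over the 27 comparisons was 0.00632 for *DPP10* and 0.00885 for both *NTSR1* and *IL36G*, and it stayed above 0.05 for *PLSCR4* and *DEFB122*. These tests leave out that each dog was measured at both times, and the genes were chosen on these samples. With the paired exact permutation p in 0 vs. 6 months it was 0.0383 for *DPP10* and *NTSR1* and 0.0702 for *IL36G*, which then did not hold. After normexp and loess, which shrink the ratios of dim spots, the log2 differences were -0.11 for *DPP10*, 0.07 for *PLSCR4*, 0.01 for *NTSR1*, -0.07 for *DEFB122* and -0.01 for *IL36G*. For *DPP10* and *IL36G* these values rest on ratios from spots that were not well above background on any array after ASIT. With the dog as a block, limma called 0 of the 9 genes in this comparison. Against ctrl, the differences of *NTSR1*, *PLSCR4* and *DEFB122* after ASIT did not exceed the spread of the dogs (the smallest exact permutation p was 0.118, n = 7 against 8). No bound on the fold change against ctrl is given for *DPP10* and *IL36G*, whose normalized Cy5 signals overlapped between the groups. The paper states that the expression of 5 genes changed after ASIT and that *DPP10*, *PLSCR4* and *IL36G* returned to the level of healthy dogs.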

The expression of the *RARRES2* gene was the lowest in cAD patients prior to immunotherapy, which may be connected to the alternations in retinoid metabolism/signaling in dogs affected by AD. The increased expression of *DPP10* in dogs after 6 months of ASIT in comparison to these patients prior therapy suggests a protective role of *DPP10* in cAD, which is linked with the inhibition of the proinflammatory response through the stimulation of endogenous anti-inflammatory corticosteroid production. In addition, the decreased expression of *DPP10* may be directly connected to the increased levels of *SLPI* transcripts in AD dogs, which, in turn, results in the suppression of TGF-β secretion, causing alterations in the differentiation of Treg cells. Our study also revealed an elevated expression of the *PLSCR4* gene, encoding the phospholipid scramblase membrane proteins that are receptors for SLPI. *PLSCR4* showed the highest expression in cAD patients before therapy, whereas its expression in healthy control dogs and cAD patients after ASIT was similar. The parallel increase in the expression of the *SLPI* and *PLSCR4* transcripts suggests a common pathway of regulation of these genes. Another differentially expressed gene described in our study, *MMP9*, encodes an important matrix metalloproteinase secreted by many inflammatory cells. *MMP9* expression was increased in cAD patients compared to healthy dogs, which might have contributed to the stimulation of the inflammatory processes due to the role of MMP-9 in cleaving the pro-inflammatory chemokines and cytokines secreted by eosinophils, neutrophils, T cells, macrophages, and mast cells. The expression of *MMP9* also remained elevated in dogs subjected to ASIT, suggesting that immunotherapy does not downregulate the levels of *MMP9* transcripts. *NTSR1* was also among the detected genes showing increased expression in AD dogs before ASIT, and lower expression in healthy dogs as well as in cAD patients subjected to therapy. The increased expression of *NTSR1* may be linked with the inflammatory response induced by allergens, due to the fact that this gene encodes neurotensin receptor 1, whose activation results in the secretion of the inflammatory cytokines IL-8 and TNF-α. The genes of β-defensins *CBD103* and *DEFB122* were also among the differentially expressed transcripts detected in our microarray analysis. Beta-defensins show pro- and anti-inflammatory effects, which depend on many factors, such as the disease stage and exposure to pathogens. In our study, the highest expression of *CBD103* was noted in dogs after ASIT and differed significantly from the expression observed in healthy dogs, whereas the expression of *DEFB122* was significantly lower in cAD patients before therapy compared to its expression in healthy dogs and in AD dogs subjected to ASIT. Taken together, this study identifies some novel directions of research on the molecular mechanisms of cAD and immunotherapy used in cAD treatment. Figure 4 illustrates the direct and indirect interactions among the proteins encoded by the differentially expressed genes and cytokines analyzed in the present study. Further research is needed to study the roles of the presented genes and proteins in immune tolerance induction in response to allergen-specific immunotherapy.

## 4. Materials and Methods

### 4.1. Animals

This study complies with national and institutional guidelines on the use of animals in clinical research according to the Polish legal act concerning experiments performed on client-owned animals (Act on Experiments on Animals of 21 January 2005—Journal of Laws of Republic of Poland, abbreviated Dz.U. 2005, No. 33, item 289, as amended). Concerning experiments performed on client-owned animals. All dogs were patients of the Small Animal Clinic at the Warsaw University of Life Sciences. A high standard of care was adhered to throughout each examination. In the case of cAD patients, research was carried out as part of the routine veterinary diagnostic procedure. Dogs included in the control group were blood donors from “Milusia” Veterinary Blood Bank that were submitted to the Small Animal Clinic for routine checkup.

Seven privately owned dogs of various breeds with cAD (five females and two males) were included in this study. The breeds were: Labrador retriever (2), Golden retriever (2), American Staffordshire terrier (2), and small Münsterlander (1). Their ages ranged from 2 years and 2 months to 6.5 years. Eight healthy dogs served as a control group (three females and five males), with their ages ranging between 3 and 8 years. The following breeds were included in the healthy control group: American Staffordshire terrier (2), Labrador retriever (2), bulldog (1), great Dane (1), Staffordshire bull terrier (1), and Weimaraner (1). Detailed information about the dogs included in this study was published in our previous research article [13].

### 4.2. cAD Diagnosis and Sample Collection

The diagnosis of cAD was based on compatible history and clinical signs determined using Willemse and Prélaud diagnostic criteria, followed by Favrot criteria, as follows: pruritus sine materia, an indoor lifestyle, and the exclusion of other causes of pruritus ongoing for at least one year.

In all dogs with chronic pruritus, other causative factors were excluded, i.e., skin parasites (sarcoptic mange, demodectic mange, flea allergic dermatitis). Bacterial pyoderma and Malassezia dermatitis were excluded on the basis of the negative results of in vitro culture assays. The role of food antigens as a cause of the skin condition was assessed using elimination diets for 6–8 weeks. Clinical diagnosis of atopic dermatitis was confirmed via serological allergy testing (IDEXX allergic panel test) and intradermal skin testing (Artuvetrin test set, Lelystad, The Netherlands). No anti-inflammatory drugs were given for at least 3 weeks prior to the serological test and intradermal test.

All dogs classified into the investigated group had positive reactions in serological allergy testing and intradermal skin testing, which was described in our previous article [13]. Peripheral blood samples were collected just before the dogs were subjected to the intradermal skin test, and thus, at the stage when clinical signs of AD were visible, as well as after 3 months and 6 months of therapy. Hematological, morphological, and biochemical blood tests were conducted on samples from qualified patients. Each dog with AD, as well as the animals included in the healthy control group, showed morphological parameters of blood within the reference value range.

The intradermal skin test (Artuvetrin test set, Netherlands) used in the dogs that qualified for the experiment showed that the dogs were primarily sensitized to the storage mites Tyrophagus putrescentiae 86% (6 dogs), Acarus siro 86% (6 dogs), and Lepidoglyphus destructor 57% (4 dogs); the house dust mites Dermatophagoides farine 71% (5 dogs) and Dermatophagoides pteronyssimus 29% (2 dogs); tree pollen mixture 43% (2 dogs); weed pollen mixture 29% (2 dogs); and grass pollen mixture 29% (2 dogs).

### 4.3. Allergen-Specific Immunotherapy (ASIT)

Allergen extracts were prepared on the basis of the results of intradermal tests by the Artuvetrin Therapy company. Allergen extracts were administered subcutaneously in increasing concentrations according to the manufacturer’s recommendations, as described previously [13].

The first dosage for the subcutaneous Artuvetrin Therapy started at 0.2 mL, after which it was gradually increased over longer intervals to a maximum of 1.0 mL. In the 3rd week, the dose was increased to 0.4 mL; in the 5th week, to 0.6 mL; in the 7th, to 0.8 mL; and in 10th, 13th, and 17th, to 1 mL. Then, 1 mL was administered every 4 weeks. In two patients, the time between doses was extended due to hypersensitivity reactions that followed each dose of the allergen extract.

When the 1 mL dose was reached after 12 weeks, a fixed dose of 1.0 mL was administered monthly. In some cases, this treatment schedule was too fast for the patient. If so, it was possible to deviate from the standard dosage schedule.

### 4.4. Gene Expression Microarray Analysis

The blood samples designated for transcriptomic analyses were collected from the dogs twice: before intradermal skin test and immunotherapy, and after six months of ASIT.

Blood samples were collected from AD and healthy dogs into RNeasy Protect Animal Blood Tubes (Qiagen, Germantown, MD, USA). Total RNA from peripheral blood nuclear cells was isolated using an RNeasy Protect Animal Blood Kit (Qiagen, USA). Additionally, contamination with DNA was eliminated via DNAse I digestion, included as an additional step of the isolation protocol. The quantity of RNA was measured using a NanoDrop (NanoDrop Technologies, Wilmington, DE, USA). The analysis of final RNA quality and integrity was performed using an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA) and an RNA 6000 Nano Kit (Agilent, Waldbronn, Germany). To ensure optimal data quality, only RNA samples with RIN number ≥ 7.8 were included in the analysis.

The analysis of gene expression profiles was performed using a Canine (V2) Gene Expression Microarray, 4 × 44 K (Agilent Technologies, USA) and an Agilent Technologies Reagent Set according to the manufacturer’s procedure. An RNA Spike In Kit (Agilent Technologies, USA) was used as an internal control, a Low Input Quick Amp Labeling Kit was applied to amplify and label (Cy3 or Cy5) target RNA to generate complementary RNA (cRNA) for oligo-microarrays, a Gene Expression Hybridization Kit was used for fragmentation and hybridization, and a Gene Expression Wash Buffer Kit was used for washing slides after hybridization. Acquisition and analysis of hybridization intensities were performed using an Agilent DNA Microarray Scanner G2505C. Data were extracted and backgrounds subtracted using the standard procedures included in the Agilent Feature Extraction (FE) Software version 10.7.3.1. FE was used to perform Lowess normalization.

The experiment was performed using a common reference design, in which the common reference comprised a pool of equal amounts of RNA from 13 healthy control dogs. These dogs did not take part in the experiment. The cRNA of the common reference samples was Cy3-labeled, whereas the cRNA of healthy dogs (control group of dogs taking part in experiment) and of cAD patients before ASIT (0) and after 6 months of ASIT (6 months) was labeled with Cy5. Two-color microarrays were performed, one for each patient: 7 microarrays with samples from AD dogs (0), 7 with samples from AD dogs after therapy (6 months), and 8 from healthy control dogs (ctrl). On each microarray, 825 ng of each sample of cRNA (Cy3-labeled common reference and Cy5-labeled control or patient) was hybridized.

To identify signaling pathways and gene function, the microarray data were analyzed using Pathway Studio 12 (Ariadne Genomics, Rockville, MD, USA). This database consisted of millions of individually modeled relationships between proteins, genes, complexes, cells, tissues and diseases.

### 4.5. Real-Time RT-PCR

To verify the microarray results, the expression of four genes (*CBD103*, *IL36G*, *RARRES2*, *SLPI*) was analyzed using real-time qPCR. The sequences of chosen genes were obtained from the Ensembl or NCBI database. Primers were designed using Primer-Blast software (NCBI database) and verified using Oligo Calc: Oligonucleotide Properties Calculator (free software available online, provided by Northwestern University) to exclude sequences showing self-complementarity. To reduce the chances of amplifying traces of genomic DNA, the primers were positioned in different exons. Reference gene *RPS19* was determined using the Genorm and NormFinder programs. All primer sequences are listed in Table 3. Total RNA was reverse transcribed to first-strand complementary DNA (cDNA) using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA). All analyses were performed on individual samples of total RNA using SYBR Select Master Mix (Applied Biosystems, USA) on a Stratagene Mx3005P Quantitative PCR instrument for RT-PCR, following the manufacturer’s protocol. For all genes, the annealing temperature was 58 °C. The relative expression of the target gene was quantified as the mean of triplicate measurements for each biological sample. Results were calculated using the 2^−ΔΔCt^ method [75].

### 4.6. Statistical Analysis

The statistical analysis of microarrays was performed using Gene Spring14 software (Agilent, USA). The probe sets were filtered by flags to remove poor quality probes (absent flags); additionally, filtering by error was applied, and outlier data (≥75% of coefficient of variation (CV)) were eliminated.

The statistical significance of the differences observed was evaluated using a one-way ANOVA and Tukey’s HSD post hoc test (*p* < 0.05). Multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate (FDR) < 0.05. Microarray data were deposited in the Gene Expression Omnibus data repository under the number GSE 168109.

The statistical analysis of the real-time qPCR results was performed using GraphPad Prism 7.05 software via one-way ANOVA, in which the mean values of 2^−ΔΔCt^ for samples of patients before ASIT and after 6 months of immunotherapy were compared to the healthy control samples. Statistically significant differences were defined as * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

## Figures and Tables

**Figure 1:**
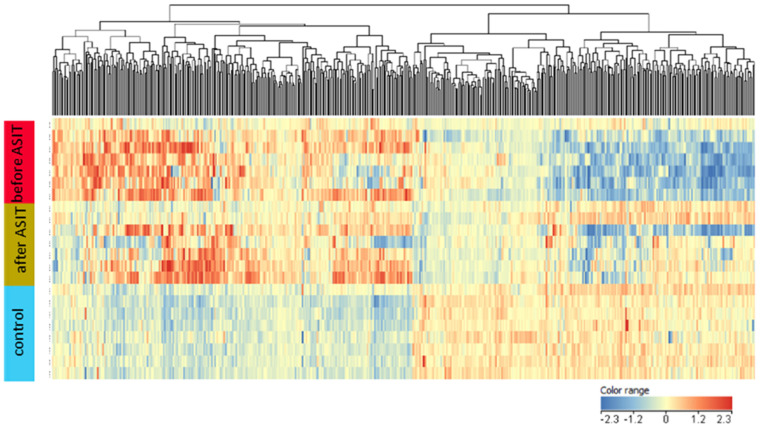
Heat map presenting supervised hierarchical clustering of differentially expressed genes for three investigated groups (healthy control, and cAD patients before ASIT and 6 mounts after ASIT). The distances were calculated using the Euclidean correlation metric and Ward’s method. The columns show individual genes, and rows represent individual patients. Red color indicates increased gene expression, whereas blue color indicates decreased expression of genes.

**Figure 2:**
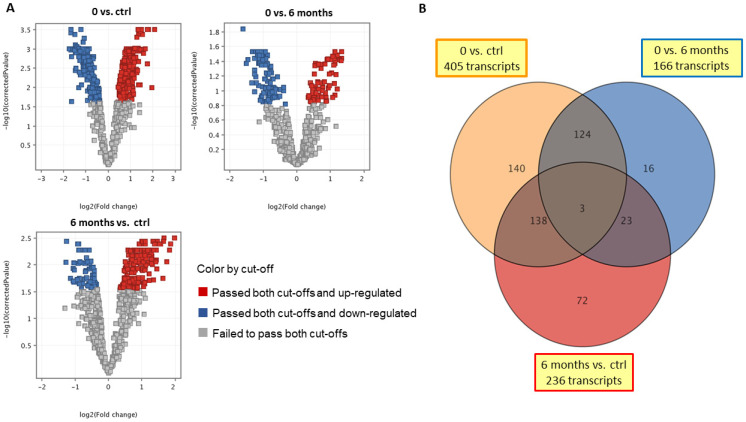
(**A**) Volcano plots presenting relationship between corrected *p* value (log10) and fold change (log2) in genes that were differentially expressed in cAD patients before therapy in comparison to healthy control group (0 vs. ctrl), in cAD patients before therapy in comparison to patients 6 months after ASIT (0 vs. 6 months), and in cAD patients 6 months after ASIT compared to healthy control group (6 months vs. ctrl). (**B**) Venn diagram based on microarray analysis showing number of differentially expressed genes in tested groups: cAD patients before therapy vs. healthy control group (0 vs. ctrl), cAD patients before therapy vs. 6 months after ASIT (0 vs. 6 months), and cAD patients 6 months after ASIT vs. healthy control group (6 months vs. ctrl). The above results were obtained using one-way ANOVA and Tukey’s HSD post hoc test (*p* < 0.05) and Benjamini and Hochberg multiple testing correction (FDR < 0.05).

**Figure 3:**
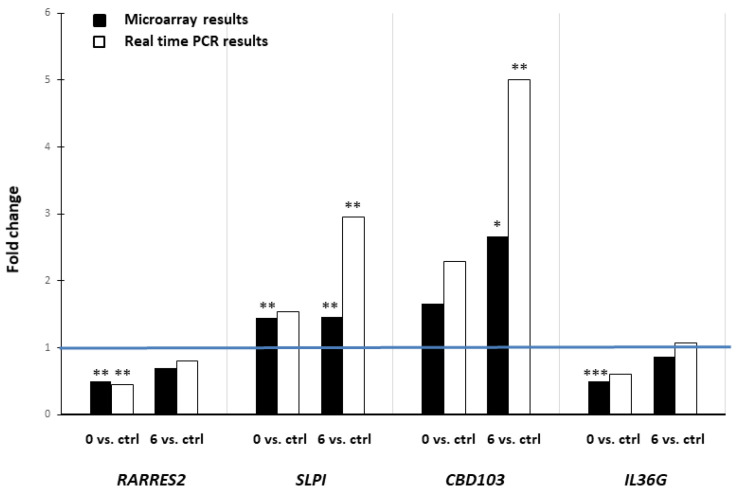
Expression of *RARRES2*, *SLPI*, *CBD103*, and *IL36G* genes in peripheral blood nuclear cells of cAD patients before ASIT and 6 months after ASIT and in healthy control dogs. Gene expression was analyzed using microarray and real-time PCR. Data are presented as fold change in gene expression in cAD patients before ASIT vs. healthy control dogs (0 vs. ctrl) and in cAD patients 6 months after ASIT vs. healthy control dogs (6 vs. ctrl). Bar graph presents upregulated genes with fold change values >1, and downregulated genes with fold change values <1. Statistically significant differences are depicted as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
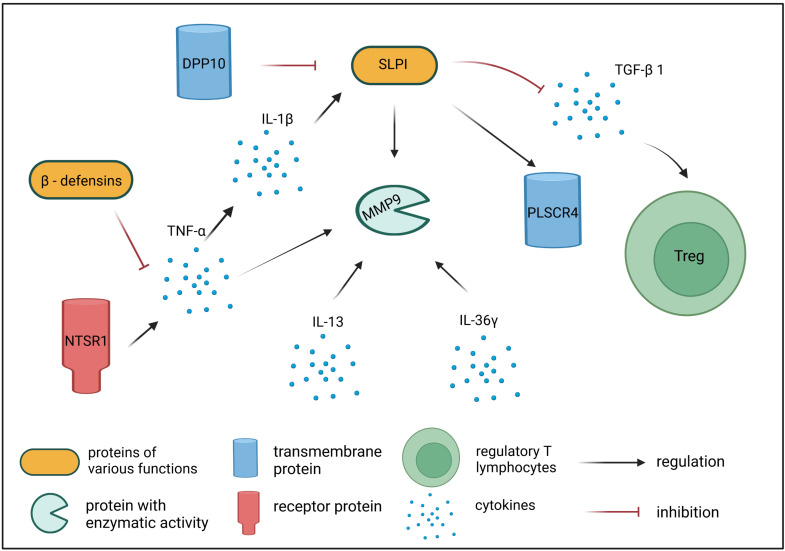
Scheme of potential direct and indirect interactions among proteins encoded by differentially expressed genes detected in the microarray analysis, and cytokines linked with the course of cAD and ASIT used for cAD treatment. Scheme was created using BioRender.com.

**Table 1:** The list of differentially regulated genes in: AD dogs before ASIT vs. dogs after 6 months of ASIT (0 vs. 6 months); AD dogs before ASIT vs. healthy control dogs (0 vs. ctrl); and AD dogs after 6 months of ASIT vs. healthy control dogs (6 months vs. ctrl). The differences in gene expression are presented as fold changes (FCs). The bold FC values are statistically significant (FDR < 0.05), and the “ns” symbol describes changes that are not significant.

Gene Symbol	Gene Name	GenBank Accession	FC (0 vs. 6 Months)	*p*-Values (0 vs. 6 Months)	FC (0 Months vs. Ctrl)	*p*-Values (0 Months vs. Ctrl)	FC (6 Months vs. Ctrl)	*p*-Values (6 Months vs. Ctrl)	Corrected *p*-Values (Ctrl vs. 0 Months vs. 6 Months)
***RARRES2***	*retinoic acid receptor responder 2*	XM_005629654	−1.39 down	ns	**−2.00** **down**	**0.0015**	−1.44 down	ns	**0.0089**
***DPP10***	*dipeptidyl peptidase-like 10*	CX005277	**−1.90** **down**	**0.0006**	**−1.69** **down**	**0.0028**	1.12	ns	**0.0045**
***SLPI***	*secretory leukocyte peptidase inhibitor*	NM_001113171	−1.01	ns	**1.45** **up**	**0.0049**	**1.46** **up**	**0.00426**	**0.0081**
***PLSCR4***	*phospholipid scramblase 4*	XM_005634546	**2.28** **up**	**0.0222**	**2.34** **up**	**0.0144**	1.03	ns	**0.0192**
***MMP9***	*matrix metalloproteinase 9*	NM_001003219	1.08	ns	**3.36** **up**	**0.0239**	**3.10** **up**	**0.0357**	**0.0244**
***NTSR1***	*neurotensin receptor 1*	XM_543088	**2.40** **up**	**0.0014**	**1.67** **up**	**0.0492**	−1.44 down	ns	**0.0083**
***CBD103***	*beta-defensin 103*	NM_001129980	−1.60 down	ns	1.66 up	ns	**2.66** **up**	**0.0240**	**0.0431**
***DEFB122***	*beta-defensin 122*	NM_001024641	**−2.14** **down**	**0.0408**	**−2.88** **down**	**0.0034**	−1.35 down	ns	**0.0123**
***IL36G***	*interleukin 36 gamma*	XM_005630449	**−1.71** **down**	**0.0059**	**−1.99** **down**	**0.0005**	−1.16	ns	**0.0045**

**Table 2:** Functions of differentially expressed genes described in this study.

Gene Symbol	Gene Name	Summary of Gene Function
***RARRES2***	*retinoic acid receptor responder 2*	Encodes a precursor of chemerin that acts via retinoic acid receptor (RAR), causing chemoattraction of dendritic cells and macrophages, linking innate and adaptive immunity [21,22]. *RARRES2* gene is downregulated in skin of AD patients [24].
***DPP10***	*dipeptidyl peptidase-like 10*	Encodes a single-pass type II membrane protein with no detectable protease activity, but with ability to bind other proteins, such as specific voltage-gated potassium channels, altering their expression and biophysical properties. Mutations in this gene have been associated with asthma [25]. Overexpression of *DPP10* enhances glucocorticoid receptor (GR) activation even without glucocorticoid treatment. DPP10 protein may influence endogenous anti-inflammatory corticosteroid production [25].
***SLPI***	*secretory leukocyte peptidase inhibitor*	Encodes a secreted inhibitor protecting epithelial tissues from endogenous serine proteases. SLPI protein also mediates the suppression of TGF-β expression and interferes with the differentiation of Treg cells [28]. SLPI has an affinity for leukocyte elastase and blocks its activity, which is needed for increased TGF-β expression in dendritic cells, in turn, leading to an increased number of CD4 + FOXP3+ cells [28].
***PLSCR4***	*phospholipid scramblase 4*	Encodes a cell membrane protein necessary for CD4 receptor binding activity in T lymphocytes [29]. SLPI binding to PLSCR4 induces its translocation from extracellular matrix to cytoplasm and nuclei of monocytes, macrophages, and B and Th lymphocytes [29].
***MMP9***	*matrix metalloproteinase 9*	Encodes MMP-9—one of the key metalloproteinases involved in the development and course of inflammatory reactions following allergen challenge. MMP-9 is secreted by several inflammatory cells, e.g., eosinophils, neutrophils, T cells, macrophages, and mast cells. MMP-9 promotes migration and activation of immune cells by cleaving pro-inflammatory chemokines and cytokines, therefore contributing to inflammatory processes [30,31,32]. Increased expression of *MMP9* gene is observed in acute compared with chronic AD skin lesions [36].
***NTSR1***	*neurotensin receptor 1*	Encodes a membrane protein belonging to the superfamily of G protein-coupled receptors. NTSR1 is a specific receptor for neurotensin, which, aside from its role as a neurotransmitter, is also known for its pro-inflammatory role, induction of vasodilatation, vascular permeability, activation of mast cell degranulation, and enhancement of directional migration and phagocytosis of neutrophils [43]. Neurotensin can be involved in the pathogenesis of inflammatory skin disorders, including AD, especially those exacerbated by stress, scratching, and sweating [44].
***CBD103***	*beta-defensin 103*	Encodes a protein belonging to defensins—a family of microbicidal and cytotoxic peptides. *CBD103* can be detected in skin and peripheral blood mononuclear cells, but shows decreased expression in cAD patients [56].
***DEFB122***	*beta-defensin 122*	Encodes a protein belonging to defensins—a family of microbicidal and cytotoxic peptides. Decreased expression of *DEFB122* transcript was observed in lesional and non-lesional skin of cAD patients in comparison to the skin of healthy dogs [58].
***IL36G***	*interleukin 36 gamma*	Encodes interleukin 36 gamma (IL-36γ) belonging to the IL-1 superfamily. IL-36 is involved in immune cell activation, antigen presentation, and pro-inflammatory factor production [61]. IL-36 cytokine expression can be found in keratinocytes, B-lymphocytes, T-lymphocytes, dendritic cells, and monocytes [63,64,65,66,67,68]. Increased expression of *IL36G* was shown in lesional skin of AD patients compared to non-lesional skin [67,73,74].

**Table 3:** Primer sequences for real-time qPCR verification of microarray results.

Gene	Forward Primer (5′-3′)	Reverse Primer (5′-3′)	NCBI Accession Number
*CBD103*	TGTGTGTCCTGCAACCTTAT	CACCGACCGCTCCTTATTC	NM 001129980.1
*IL36G*	ATCACTGTTCTCCCATGCAA	CCAGTATCTCCTCCTCCTTTAG	XM_005630449.2
*RARRES2*	GGAGACCAGTGTGGACAGA	CATTTCCGCTTCCTCCCATT	XM_022403838.1
*SLPI*	ATCCCGTTAATGTCTCCAACTC	AATGGCAGGTATCAGGCTTATT	NM_001113171.1
*RSP19*	CCTTCCTCAAAAAGTCTGGG	GTTCTCATCGTAGGGAGCAAG	XM_533657.3

Primers for *SLPI* were designed based on the previously published study by Lancto and coworkers [58], and primers for *RPS19* were designed based on the previous reports by Brinkhof and coworkers [76], Schmitz and coworkers [77], and Majewska and coworkers [20].

## Data Availability

The microarray data presented in this study are openly available in the Gene Expression Omnibus data repository under the number GSE 168109.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241411616/s1.

How the deposited data were processed for this re-analysis (not part of the article)

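Gene expression in the blood of 8 healthy control dogs and of 7 cAD patients before ASIT and after 6 months of ASIT was measured on 22 two-channel Agilent canine arrays, with the RNA of the dog in Cy5 and a common reference RNA in Cy3. The sample labels call the material whole blood, and the paper names peripheral blood nuclear cells. The authors deposited the scanner output of each array, with the raw intensity of each spot and of its local background, and with processed intensities that the Feature Extraction software had background-subtracted and Lowess-normalized. The authors' software also wrote for each spot the log10 ratio of Cy5 to Cy3, as deposited, which is 0 on part of the spots where neither channel was well above background. The authors further deposited a series matrix of such log10 ratios. In it, the values of the 14 arrays of cAD patients equalled those of the scanner files, while those of the 8 control arrays correlated with them by r = 0.711 to 0.844 across all spots.

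The log10 ratios of the scanner files were converted to log2. Control spots and 208 spots with an outlier flag were left out, and spots of the same probe were averaged, which gave 43603 probes. Of these, 38286 had Cy5 well above background on at least 7 arrays and were tested. The number of arrays, and the share of probes above background on them, limits the precision of each value. The 3 groups were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8) in a single fit with moderated tests. Transcripts were called at a Benjamini-Hochberg adjusted p under 0.05. Figures were drawn with Python 3.11.15. Single genes were also compared by 2-sided exact permutation tests of the difference of means, and by exact sign-flip permutation tests within dogs. Each dog's pair of arrays was taken from the sample labels and checked with Y-linked genes. The main comparison used no block for the dog, since the methods name none.

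The genes named in the text are the 9 genes of Table 1 and, for each comparison, the named genes with the largest rise and the largest fall, at most 3 each, among called transcripts whose groups do not overlap. A gene of Table 1 was read from the probe with the accession given there, or else with its symbol, and from the brightest where several remained. Where a probe was well above background on no array of a group, a bound on the fold change was computed from Cy5 intensities after normexp and normalization between arrays, with each array of the dimmer group at the higher of its own signal and the lowest signal called well above background. Its own signal was the higher one on every array and overlapped with that of the brighter group, so these bounds are not given in the text. Positions are those of the files, on canFam3.1, and no annotation of that build was at hand to place the probes in exons. Blood cell lists (neutrophil, neutrophil granule, monocyte, T cell, B cell, cytotoxic, eosinophil, erythroid, platelet and interferon) were tested with limma's camera at a preset correlation of 0.01, with fry beside it.

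The comparisons, the rule for named genes and most alternatives were set before the data were examined. The alternatives were normexp background correction with an offset of 50 and loess, the series matrix, the Cy5 channel alone, no filter on dim probes, a strict filter that kept the 19946 probes with both channels well above background on all arrays, a filter on the coefficient of variation under 75%, the methods' one-way test with Tukey's test, the slide as a random block, and a fold change of at least 1.5. For 0 vs. 6 months they were also the dog as a block, the slide as a fixed block, and dogs 1 to 3 alone. Added after seeing the data were the ratio of processed signals, no filter with constant probes left out, the scan day as a random or fixed block, leaving out the array of dog 6 or of dog 7 after ASIT, the paired exact tests in the adjustment over the genes of Table 1, exact tests of further probes of these genes, and these genes without each cAD patient in turn. The fits were tested on simulated data, in which 200 of 38286 probes were changed by 2 on the log2 scale. The 3-group limma test recovered 196 of them with 9 false calls, and the methods' test recovered 192 with 10. In 0 vs. ctrl, limma recovered 193 with 18 false calls among 211 called probes. In 0 vs. 6 months it recovered 193 with 8 false calls among 201. The simulated noise was independent between probes and arrays. A change of 2 is larger than any difference of the probes read for the genes of Table 1, the farthest from 0 being -1.53. Recovery of smaller changes was not tested, so counts of 0 do not show that differences are absent. The real-time PCR values were not analyzed, since the files hold arrays alone.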

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

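The comparison of the Cy3 share between slides was the test chosen after the result was seen. In each group of arrays, the highest or lowest value was compared with its nearest neighbor, and 3 of 39 groups had a value that stood apart. Chance alone gives about 1 in 20.

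On the array of dog 1 before ASIT, 87.5% of probes had Cy5 well above background, while the next highest array of that group had 64.9%. This array lies on slide 3, where the common reference also gave more signal, with a Cy3 median of 77.2% of probes, against 58% over the arrays before ASIT. A difference between slides is a candidate explanation for the lower share in most cAD patients, since the reference RNA was the same on all arrays. The other array of that group on slide 3 had 61.2% for Cy5, so the slide alone leaves the gap between these 2 dogs open. No biological explanation for the share was tested.

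For *NTSR1* after ASIT, the array of dog 6 had a log2 ratio of -2.144, with the nearest dog at -0.778. Neither channel of that spot was well above background. *NTSR1* is among the 4 genes of Table 1 whose probe was well above background on at most 7 of the 14 arrays of cAD patients, and a signal at the background of the array may explain such a value. The array of dog 6 after ASIT also carried an intermediate Y-linked signal, so an effect of ASIT in this dog and a property of the array cannot be told apart.

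For *DEFB112* after ASIT, the array of dog 1 had a log2 ratio of 0.569 and the nearest array 0. The ratios of dogs 3 to 7 were exactly 0, on spots where neither channel was well above background, which leaves the spread of the group without meaning. Both channels of dog 1 were well above background, and so were those of dog 2 at -0.321. Both dogs lie on slide 3, which differed from slides 4 to 6 in 2051 transcripts of the cAD patients. The reference signal in Cy3 also differed between these slides, in 9314 probes. Slide 3 holds dogs 1 and 2 alone, so slide and dog cannot be told apart for the ratios, and a biological difference of these dogs stays open as untested.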

How the results depend on the processing

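The alternatives chosen after seeing the data were the ratio of processed signals, no filter with constant probes left out, the scan day as a random or fixed block, leaving out the array of dog 6 or of dog 7 after ASIT, and the genes of Table 1 without each cAD patient in turn.

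Across all alternatives, 68 counts stayed within 1.5 times the reported count and 26 did not. Most of the former are 0 beside a reported 0, which shows no stability. Those beside a reported count above 0 are counts for 0 vs. ctrl, of 16 to 24 transcripts. Among the comparisons of single genes, 275 kept their direction and their side of the threshold, 6 passed it, 8 no longer passed it and 14 turned their direction. As 0 of the 27 comparisons of Table 1 genes passed the threshold in the reported fit, keeping their side of it says little about size. After normexp and loess, for example, *DEFB122* in 0 vs. ctrl went from -1.53 to -0.03 and *NTSR1* in 0 vs. 6 months from 1.22 to 0.01, without a change of direction. The cause was not tested.

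The Cy5 channel alone, which lacks the reference and so carries differences between slides, moved most counts. It called 7259 transcripts over the 3 groups, 8093 in 0 vs. ctrl, 5947 in 6 months vs. ctrl and 4140 in both, with 75 entries of Table S1 and 7 of the 27 comparisons of Table 1 genes. It turned *DPP10* in 6 months vs. ctrl to -0.40, *SLPI* to -0.59 in 0 vs. ctrl and -0.11 in 6 months vs. ctrl, *NTSR1* in 0 vs. ctrl to -0.30, *IL36G* in 0 vs. 6 months to 0.06 and *DEFB112* in 6 months vs. ctrl to -0.86. The series matrix gave 7 transcripts over the 3 groups, 9 in 0 vs. ctrl and 1 entry of Table S1 (*CEP126*, named after its values were seen), and turned *IL36G* in 6 months vs. ctrl to 0.21.

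Without the filter on dim probes, limma called 25 transcripts over the 3 groups, 5 entries of Table S1 and 1 transcript in 0 vs. 6 months. With constant probes left out as well, these were 26 transcripts over the 3 groups and 1 in 0 vs. 6 months. The filter on the coefficient of variation gave 16 over the 3 groups and 5 entries of Table S1. These 5 were *DEFB112*, *FBXO27*, *CEP126*, *FGF21* and *NT5C1B* in both cases, of which *FBXO27*, *CEP126* and *NT5C1B* were named after their values were seen. In 0 vs. ctrl, 0 transcripts were called after normexp and loess, with the strict filter, by the methods' test, with the slide as a random block and with the scan day as a random block, where 3036, 1675, 2322, 2990 and 1237 had an unadjusted p under 0.05.

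After normexp and loess, *NTSR1* turned to 0.02 and *DEFB122* to 0.04 in 6 months vs. ctrl, and *DEFB112* came to 0. With the ratio of processed signals *DEFB112* was -0.07 in that comparison, and with the slide as a random block *PLSCR4* was -0.03. In 0 vs. 6 months, *CBD103* turned to 0.46 with the slide as a fixed block and to 0.35 with the dog as a block in dogs 1 to 3 alone, a fit of fewer samples. Both estimates rest on the arrays of slides 3 and 4, so they are not separate checks. The replicate block for the dog over all 7 dogs called 0 transcripts, with 2511 under an unadjusted 0.05, as the fit without a block did with 2282.

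Of the blood cell lists, camera called 0 of 30 tests in the reported fit, 3 after normexp and loess (platelet in 0 vs. ctrl, B cell and T cell in 0 vs. 6 months) and 5 with the strict filter (platelet in 0 vs. ctrl and 0 vs. 6 months, erythroid and neutrophil granule in 6 months vs. ctrl, T cell in 0 vs. 6 months), and fry called 0 in each. Leaving out the array of dog 6 or of dog 7 after ASIT gave 4 to 6 transcripts over the 3 groups, 0 to 1 in 0 vs. 6 months and 0 in 6 months vs. ctrl. The 1 transcript, called without dog 6, has no gene name, and the 4 called without dog 7 were *FGF21* and 3 without a gene name, all looked up after their values were seen.

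Without 1 of the cAD patients, the direction turned in 4 of the 27 comparisons of Table 1 genes, none of which exceeded the spread of the dogs. These were *SLPI* in 0 vs. 6 months (-0.14 to 0.05), *PLSCR4* (-0.26 to 0.27) and *DEFB122* (-0.44 to 0.03) in 6 months vs. ctrl and *MMP9* in 0 vs. ctrl (-0.04 to 0.80).

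Signal over background limited the comparisons. The strict filter tested 12 of the 27 comparisons of Table 1 genes. The filter on the coefficient of variation tested 21, and what it left out, *PLSCR4* and *MMP9*, it left out for the spread of the ratios.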

Differences from the paper's values

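The ratio of processed signals, the comparison with further *MMP9* probes and the fits without single dogs were tests chosen after the values were seen.

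Over the 3 groups, the paper reports 521 DE transcripts and limma called 0. The paper's 405 transcripts in 0 vs. ctrl stand against 16, the paper's 236 in 6 months vs. ctrl against 0, the paper's 141 in both against 0, and the paper's 166 in 0 vs. 6 months against 0. Each of these 5 counts differed from the paper's under every alternative set before the data were examined. The Cy5 channel alone exceeded the first 4 of the paper's counts and called 0 in 0 vs. 6 months, where the fit without a filter called 1. None of the settings gave a count near the paper's. The unadjusted counts were 3715, 4494, 2756, 899 and 2282 in the same order.

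For *MMP9* in 0 vs. 6 months, the paper's fold change is 1.08 and the brightest probe with the accession of Table 1 gave -1.83. It differed under each alternative set before the data were examined in which it was tested, with -1.32 after normexp and loess, -1.66 in the Cy5 channel alone, -2.01 with the slide as a random block, -2.93 with the slide as a fixed block, -2.68 in dogs 1 to 3 and -1.83 in the others. The filter on the coefficient of variation did not keep this probe. The size depended on single dogs: the log2 difference of -0.87 was -0.34 without dog 3 and -0.40 without dog 7. Without each other dog in turn it was -1.16 to -0.99. A dimmer probe with the same accession, well above background on 3 of 7 arrays before ASIT and 5 of 7 after, gave log2 differences of 1.68, 1.63 and 0.04 in 0 vs. ctrl, 6 months vs. ctrl and 0 vs. 6 months, and it was picked out after the values were seen because it lies near the paper's fold changes. The 2 other probes with this accession gave -0.36 and -0.78 in 0 vs. 6 months, in the direction of the brightest probe. A second *RARRES2* probe, looked at in the same way, gave -1 in 0 vs. ctrl.

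Each fold change and each p of the 242 entries of Table S1 was found again with the ratio of processed signals, within 0.01 on the log2 scale for the folds and 1% for the p, a setting chosen after seeing the values.

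The paper calls *MMP9* higher in cAD patients than in ctrl, and the exact permutation p of the brightest probe was 0.508 for 0 vs. ctrl and 0.0651 for 6 months vs. ctrl. Of the 3 other probes with this accession, the 2 dimmer ones had an exact permutation p under 0.05 in both comparisons and the third in neither. Of the 27 comparisons of Table 1 genes, limma called 0 after adjustment over all probes. The Cy5 channel alone called *RARRES2*, *DPP10*, *PLSCR4* and *DEFB122* in 0 vs. ctrl and *CBD103* in 6 months vs. ctrl in the paper's direction. It called *SLPI* in 0 vs. ctrl in the opposite one, and *NTSR1* in 6 months vs. ctrl, which the paper does not call. Differences between slides enter that channel, so these calls decide nothing about the paper's.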

Other observations

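The tests chosen after the result was seen were those of the Cy3 share between slides, of the Cy3 signal of *PLSCR4*, of the corrected p values of Table S1 and of the likeness of the arrays of dogs 6 and 7.

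The common reference RNA was the same on every array, yet limma called 17598 of 38286 probes of the Cy3 channel in 0 vs. ctrl, 17000 in 6 months vs. ctrl and 3 in 0 vs. 6 months. Of the 16 transcripts called in 0 vs. ctrl from the ratios, 3 were among those probes (18.8%, against 46% of all probes tested). The control dogs lie on slides of their own, so slide and group cannot be told apart in the comparisons with ctrl. Between slides 1 and 2 of ctrl, limma called 0 ratios, with 2098 under an unadjusted p of 0.05. Between slide 3 and slides 4 to 6 of the cAD patients it called 2051, more than between the groups, and since slide 3 holds dogs 1 and 2 alone, a difference between dogs stays open for the ratios. In the Cy3 channel, which held the same RNA on every array, the same comparison called 9314 probes, so the signal differed between these slides in RNA that did not come from these dogs. The Cy3 signal had been normalized together with that of the dog. The lower share of probes above background in the cAD patients was there in the reference as well, with a median of 58% before ASIT, which is consistent with a difference between slides.

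Other splits of the same arrays were compared with the real one. In 0 vs. ctrl, 2 of 100 splits, the real one included, called as many as 16 transcripts, so a chance split of the arrays is unlikely to account for that count. The same does not hold for a difference between slides, which follows the same split. Chance cannot be excluded for the unadjusted count, which 6 of 100 reached. Over the 3 groups 7 of 100 splits reached the unadjusted count, and in 6 months vs. ctrl 6 did. When the arrays of 0 and 6 months were exchanged within dogs, 15 of 64 exchanges reached the unadjusted count, so chance cannot be excluded. The called count was 0 in these 3 comparisons, and every split reaches a count of 0 (100 of 100, 100 of 100 and 64 of 64), so the called counts decide nothing there.

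In dogs 4 to 7, whose arrays after ASIT lay on another slide than those before, 4454 transcripts had an unadjusted p under 0.05 in 0 vs. 6 months. In dogs 1 to 3, whose pairs shared a slide, 43.2% of these changed in the same direction, and the log2 differences of the 2 sets of dogs had r = -0.0554 across transcripts, which are not independent replicates. A slide difference in dogs 4 to 7 may account for this, and a different response of the dogs to ASIT stays open, as untested.

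Y-linked signal was scored from 3 probes, of *ZFY*, *KDM5D* and *EIF1AY*. Each log2 ratio was scaled between the means of the 3 lower and the 5 higher control dogs, and the 3 were averaged. The probes were kept from 20 candidates because they split the control arrays in this way, so that split tests nothing. On this scale the female control dogs lay at -0.08 to 0.06 and the male ones at 0.87 to 1.13. The score gave 2 males and 5 females before ASIT, the numbers the paper states. After ASIT it lay between the sexes in 2 dogs, dog 6 (0.62, against 1.22 before ASIT) and dog 7 (0.41, against -0.46). A mislabelled sample or RNA of both dogs on both arrays could give such values. In that case the 2 arrays would resemble each other. Their deviations from the group means had r = 0.293 over all probes tested, and 18 of 224 pairs of arrays of different dogs were as high, up to 0.507, so this test did not single them out. Over the 19946 probes of the strict filter r was 0.711, and 2 of 224 pairs were as high. The 2 arrays of dog 6 itself, before and after ASIT, had r = -0.04 over all probes and -0.21 over those of the strict filter, where the other dogs had 0.17 to 0.56 and 0.17 to 0.65, so the pairing of dog 6 is in doubt, and with it each value within dogs. Over all probes, dogs 3 and 5 also had a higher r with an array of another dog (0.21 and 0.47) than between their own arrays (0.17 and 0.33). Dog 6 had 0.33 with another dog, and in dogs 1, 2, 4 and 7 the own arrays had the higher r. These values do not decide between the explanations. Without the array of dog 6 after ASIT limma called 6 transcripts over the 3 groups, and without that of dog 7 it called 4.

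A larger share of neutrophils could raise *MMP9* in cAD patients. The neutrophil list had a camera adjusted p of 0.909 in 0 vs. ctrl and 0.217 in 6 months vs. ctrl, which leaves this open. The neutrophil granule list passed in 6 months vs. ctrl with the strict filter (mean log2 difference 0.44, camera adjusted p = 0.0424, fry 0.758), while its camera adjusted p was up to 0.157 under the other settings. The neutrophil list's mean log2 differences in 0 vs. ctrl, 6 months vs. ctrl and 0 vs. 6 months were 0, 0.14 and -0.13. In the same order they were 0.30, 0.31 and -0.01 for neutrophil granule genes, -0.09, 0.04 and -0.13 for monocytes, 0.16, -0.01 and 0.17 for T cells and 0.02, -0.21 and 0.24 for B cells. For cytotoxic cells they were 0.13, -0.14 and 0.27, for eosinophils 0.23, 0.20 and 0.03, for erythroid cells 0.35, 0.56 and -0.21, for platelets -0.44, -0.16 and -0.28 and for interferon genes -0.22, -0.27 and 0.05. Median and mean differed in sign for B cells in 0 vs. ctrl (-0.03) and eosinophils in 0 vs. 6 months (-0.07). No list passed the adjustment in the reported fit, the smallest adjusted p being 0.0575 for erythroid genes in 6 months vs. ctrl, with 8 of 10 genes higher. The lists hold none of the genes of Table 1.

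A signal at the background of the array was tested for the genes of Table 1. Spots at the background do not account for the 4 genes whose probe was well above it in both channels on 14 of the 14 arrays of cAD patients (*RARRES2*, *SLPI*, *MMP9* and *CBD103*). An effect of the background treatment stays open for these too, since normexp and loess took *SLPI* from 0.53 to 0.06 in 0 vs. ctrl and from 0.54 to 0.07 in 6 months vs. ctrl, and *CBD103* from 1.41 to 0.42 in the latter. The probe of *PLSCR4* had Cy5 well above background on 8 of these arrays and Cy3 on 2, so the explanation stays open for it. It also stays open for the other 4 (*DPP10*, *NTSR1*, *DEFB122* and *IL36G*), which had Cy5 above background on at most 5. Among the dim probes, the 0 vs. ctrl differences of *DEFB122* (percentile 0.2) and *IL36G* (3.8) lay low, that of *NTSR1* (97.3) high and that of *DPP10* at 9.4. The paper chose these genes among its DE transcripts, so the percentiles decide nothing.

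The p values of Table S1 are those of the one-way test on the ratio of processed signals. Corrected over all 43603 probes, the smallest is 0.116, while the table gives corrected values up to 0.05. With the log ratios of the scanner files the smallest was 0.0471 and 3 probes passed, and with the series matrix 8 did, but neither source gave the p values of all entries. The first value is consistent with a correction over part of the transcripts. From the largest p of the table (0.0378) and the 521 transcripts the paper reports, the correction would have run over 689 transcripts. Which filter leaves that number was not found.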
